# Integrative “Omics”-Approach Discovers Dynamic and Regulatory Features of Bacterial Stress Responses

**DOI:** 10.1371/journal.pgen.1003576

**Published:** 2013-06-20

**Authors:** Bork A. Berghoff, Anne Konzer, Nils N. Mank, Mario Looso, Tom Rische, Konrad U. Förstner, Marcus Krüger, Gabriele Klug

## Abstract

Bacteria constantly face stress conditions and therefore mount specific responses to ensure adaptation and survival. Stress responses were believed to be predominantly regulated at the transcriptional level. In the phototrophic bacterium *Rhodobacter sphaeroides* the response to singlet oxygen is initiated by alternative sigma factors. Further adaptive mechanisms include post-transcriptional and post-translational events, which have to be considered to gain a deeper understanding of how sophisticated regulation networks operate. To address this issue, we integrated three layers of regulation: (1) total mRNA levels at different time-points revealed dynamics of the transcriptome, (2) mRNAs in polysome fractions reported on translational regulation (translatome), and (3) SILAC-based mass spectrometry was used to quantify protein abundances (proteome). The singlet oxygen stress response exhibited highly dynamic features regarding short-term effects and late adaptation, which could in part be assigned to the sigma factors RpoE and RpoH2 generating distinct expression kinetics of corresponding regulons. The occurrence of polar expression patterns of genes within stress-inducible operons pointed to an alternative of dynamic fine-tuning upon stress. In addition to transcriptional activation, we observed significant induction of genes at the post-transcriptional level (translatome), which identified new putative regulators and assigned genes of quorum sensing to the singlet oxygen stress response. Intriguingly, the SILAC approach explored the stress-dependent decline of photosynthetic proteins, but also identified 19 new open reading frames, which were partly validated by RNA-seq. We propose that comparative approaches as presented here will help to create multi-layered expression maps on the system level (“expressome”). Finally, intense mass spectrometry combined with RNA-seq might be the future tool of choice to re-annotate genomes in various organisms and will help to understand how they adapt to alternating conditions.

## Author Summary

Bacteria are frequently exposed to disadvantageous conditions, like elevated temperatures or nutrient depletion. The ability to maintain viable populations is based on cellular stress responses, which are regulated in a complex manner with different outputs on different regulatory levels. For example, mRNA levels do not ultimately determine protein amounts since translation of mRNAs can be influenced irrespective of mRNA levels. To appreciate nature and frequency of these regulatory events, multi-layered experimental approaches are required on a global scale. The photo-oxidative stress response of the purple bacterium *Rhodobacter sphaeroides* was chosen as a model. Changes of total mRNAs (transcriptome) and ribosomal-bound mRNAs (translatome) were monitored by microarrays. The proteome was assessed by mass spectrometry, applying a “bacterial SILAC standard” for indirect quantification, an approach which additionally identified new open reading frames. Integration of the three expression levels provided a comprehensive insight into regulatory events and identified new stress-responsive genes, including genes for transcriptional regulators and for quorum sensing. We found that translational control exceeds simple regulation on the transcriptional level. Furthermore, polar expression patterns within inducible operons point at the possibility of expression fine-tuning by gene positioning.

## Introduction

All living organisms constantly remodel mRNA and protein abundances as a response to environmental factors or in the course of development and differentiation. In order to realize adequate responses, gene expression has to be controlled by sophisticated regulation networks. Besides transcriptional regulation, it is now broadly appreciated that post-transcriptional and post-translational events have a non-negligible importance and help to explain the discrepancy between mRNA and protein levels regularly observed in biological systems [1].

Interestingly, mRNA-protein correlations might be fairly high, with Pearson coefficients ranging between 0.66 and 0.76 as measured for the budding yeast *Saccharomyces cerevisiae* [2], [3]. Weaker correlations are assumed to be partly biased by methodological constraints, and technical improvements therefore tend to increase the measured correlations [4]. However, a significant portion of all genes are obviously subject to post-transcriptional regulation, as demonstrated for one-third of all genes in *Saccharomyces cerevisiae*, exhibiting an altered translational efficiency upon starvation [5]. In the genome-reduced bacterium *Mycoplasma pneumoniae* it was recently shown that translational control has a stronger regulatory influence on protein levels than protein turnover [6], which clearly underlines the importance of assessing the translatome for gene regulation studies. The translatome is defined as the sum of mRNAs captured in ribosomes for translation. Several studies employed ribosome profiling combined with microarray-based methods to calculate changes in actively translated mRNAs. For example, in the haloarchaeal model species *Halobacterium salinarum* and *Haloferax volcanii* translational efficiency was monitored at different growth stages [7], while in the gram-positive bacterium *Lactococcus lactis* and in the fission yeast *Schizosaccharomyces pombe* ribosome occupancy and ribosome density were assigned [8], [9]. Other attempts included ribosome footprinting together with deep sequencing of RNA or purification of affinity-tagged ribosomes followed by microarray analysis in *Saccharomyces cerevisiae* [5], [10]. However, none of these studies directly compared translatomic data to both transcriptomic and proteomic data.

Quantitative proteomics is still the bottleneck of comparative approaches, since the numbers of identified proteins regularly drag behind expected numbers. In yeast extensive mass spectrometry (MS)-based proteomics was applied to overcome this problem and coverage of the entire proteome was finally claimed by identification of ∼4.400 proteins [11], and recently, a stunning number of nearly 12.000 proteins were identified in human cell lines [12]. However, these might be outstanding cases, even though advances in MS-based proteomics are steadily increasing. One of the main tasks is the accurate quantification of changes in protein abundance between different cellular states. The SILAC method (stable isotope labeling of amino acids in cell culture) addresses this problem by the use of heavy amino acids [13]. Peptides either contain the heavy or the light form of amino acids – usually arginine and lysine – and therefore give a distinct mass difference which enables quantification by direct comparison of peptide peak intensities. SILAC is the method of choice for mammalian systems, but has also been applied to newts, nematodes, yeast, and bacteria like *Escherichia coli* and *Bacillus subtilis* [11], [14]–[19]. However, in bacteria SILAC-based proteomics and the use of translatomics as described above are highly under-represented when compared to transcriptome experiments.

In order to gain a comprehensive picture of bacterial regulation, several “omics” should be applied simultaneously in an integrative approach. To follow up such a strategy, *Rhodobacter sphaeroides* was chosen as model for the investigation of bacterial stress responses. *Rhodobacter* species are well investigated with regard to regulation of photosynthesis genes [20]–[22], and in particular *R. sphaeroides* has been established for studying the photo-oxidative stress response in anoxygenic phototrophs [23], [24]. Photo-oxidative stress occurs whenever singlet oxygen is generated, which mainly happens during photosynthesis [25]. We systematically investigated the transcriptome at early and late time-points of the stress response by microarray analysis, which revealed expression dynamics for stress-dependent mRNAs but also small regulatory RNAs (sRNAs). In addition, stress-specific sigma factor regulons were analyzed. The proteome was assessed by SILAC-based MS, using an indirect quantification approach by applying a heavy standard consisting of different culture conditions. Finally, changes of mRNAs in polysome fractions (translatome) were measured by microarray analysis to investigate translational regulation, which closed the gap between mRNA and protein levels. This is one of the most comprehensive studies on bacterial stress responses reported so far, combining several “omics” for genome-wide applications, and will serve as an example for future perspectives in bacterial system biology.

## Results

The “omics”-approach presented in this study compared relative changes in total mRNA and protein abundances. In addition, polysome fractions were collected to measure translational changes. The photo-oxidative stress response of the facultatively phototrophic bacterium *R. sphaeroides* was chosen as a model for bacterial stress responses. Exponentially growing cultures were treated with the artificial photosensitizer methylene blue in the presence of oxygen and high light intensities for the generation of singlet oxygen. The workflow of the three global approaches is illustrated in Figure 1 and will be explained in detail in the corresponding result sections. A comprehensive analysis allowed us to overlap all datasets (see Dataset S1) and this workflow will serve as proof-of-principle for the general suitability of the approach for bacterial stress responses.

**Figure 1:**
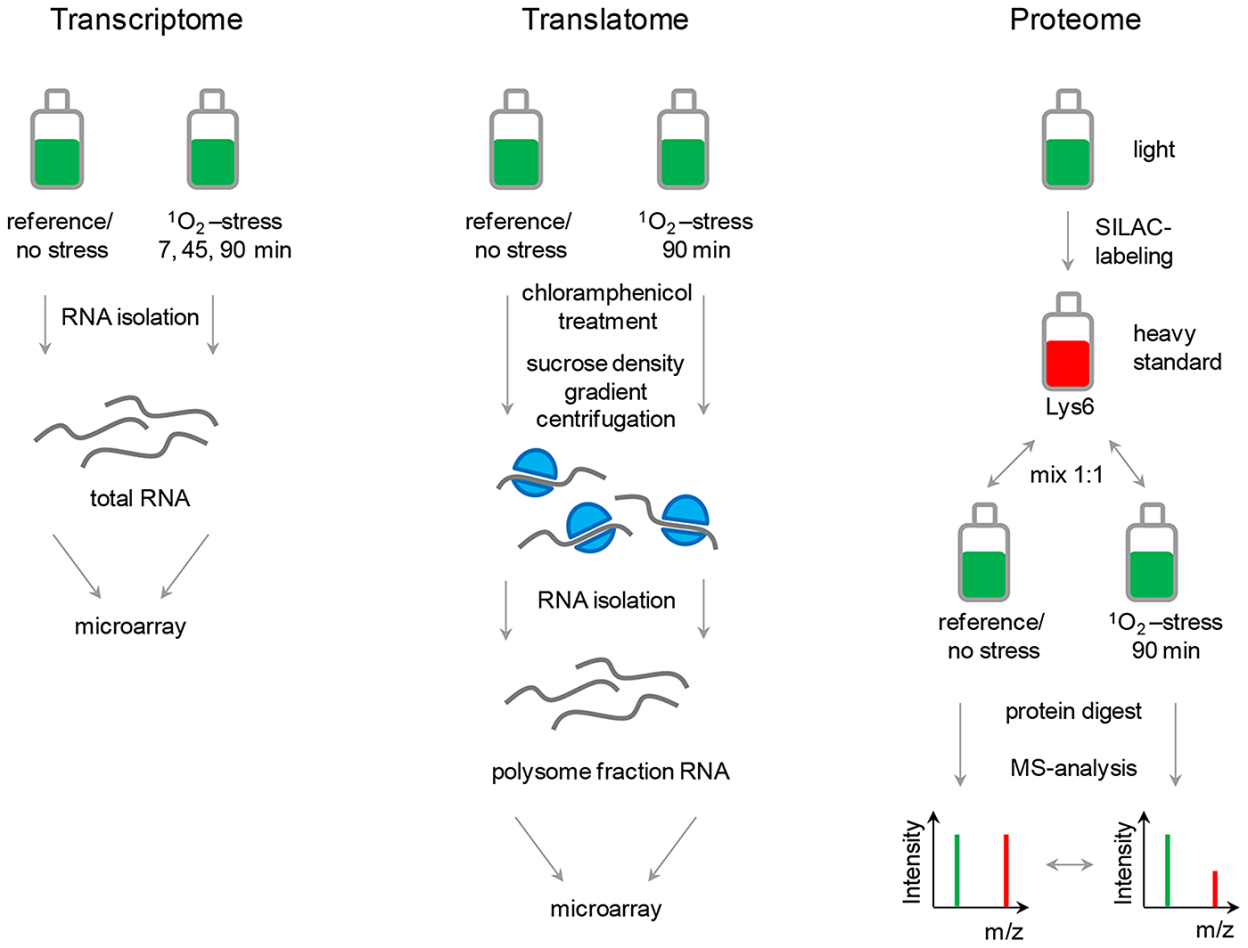
Design of a comparative “omics”-approach for bacterial stress responses. Bacterial cultures are subjected to stress (e.g., singlet oxygen, ^1^O_2_) and relative changes monitored for mRNAs in total RNA isolates (transcriptome), mRNAs in polysomes (translatome), and for proteins (proteome). For the proteome approach, a culture has to be fully labeled with the heavy amino acid ^13^C_6_-lysine (Lys6; heavy standard). Protein samples from a reference (no stress) or stressed cells are separately mixed in a 1∶1 ratio with heavy standard protein and subsequently applied to protein digest followed by MS analysis. SILAC ratios are calculated by comparing intensities of heavy (red) to light (green) peaks of individual peptides (m, mass and z, charge). Direct ratios, reflecting relative changes, are determined thereof. The translatome is assessed by microarray analysis of RNA from polysome fractions. Polysomes are enriched by sucrose density gradient centrifugation of cells that have been treated with chloramphenicol. For transcriptome data, total RNA is isolated and applied to microarray analysis.

### Dynamic features of biologically significant RNAs

It is regularly assumed that most of regulation is accomplished on transcript level. Up to now, no global transcriptome analysis of the photo-oxidative stress response in *R. sphaeroides* was conducted and there are only two studies referring to this topic indirectly [24], [26]. Here, total RNA, isolated before stress (reference) and at several time-points thereafter, was applied to microarray analysis to calculate relative changes in mRNA abundance (Figure 1, transcriptome). Data were collected for the short-term response (7 min) and for two later time-points (45 and 90 min) in biological duplicates. 

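Total RNA of R. sphaeroides 2.4.1, a phototrophic purple bacterium, was hybridised to 2-colour custom Agilent arrays that carry 13218 different oligonucleotide probes for genes and sRNAs. Singlet oxygen was generated with 0.2 µM of the photosensitiser methylene blue under light of 800 W per m2. On each array, RNA of stressed cells carried the dye Cy3 and RNA of the same cultures before stress (0 min) carried Cy5, so a log2 ratio is log2(Cy3/Cy5) and a positive value means a higher level under stress. The dyes were not swapped, and a dye effect of a gene is therefore part of its ratio against 0 min. Each time-point had 2 arrays, A and B, and each array held a pool of 3 experiments. The scanner software's median signals, as the authors deposited them, were used without background subtraction, as the methods describe, and normalized here within each array by loess with a span of 0.3. At 7 min, the median signal over all spots other than controls was 2486 (Cy3) and 3650.2 (Cy5) on array A and 1672 and 2646.8 on array B. This was 2.06 and 2.70 times the mean of the negative control spots on array A and 1.79 and 2.30 times on array B. On the 45 min arrays the median signals lay between 2243.2 and 3259.2, and on the 90 min arrays between 2048.5 and 2797. Spots marked as outliers by the scanner software were left out, the paper's minimum of the mean signal (A-value) was applied at each time-point, and the probes of a gene were averaged. Of the 13218 probes, 12669 were kept at 7 min, 12402 at 45 min and 12400 at 90 min. The 2 arrays of each condition entered 1 limma fit over all 8 arrays, in which the conditions share an estimate of the spread. P-values were adjusted per condition by the Benjamini-Hochberg method. Each standard error (SE) of a gene's ratio comes from this shared spread and not from the 2 arrays of the condition alone. For a gene whose 7 min arrays differ, it can understate the error at 7 min and overstate that of the other conditions. A gene was called up- or down-regulated at a log2 ratio of at least 0.8 or at most −0.8 with an adjusted p under 0.05. The number of arrays limits the precision of each ratio. The 7 min arrays were on another slide than the 45 and 90 min arrays, so slide and time-point cannot be told apart for differences from 7 min, while the 45 and 90 min arrays can be compared within a slide. Genes are given by symbol or RSP number where the paper's supplementary tables pair the identifiers of the array with them, which was the case for 2441 of 4304 genes.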

Reproducibility of experiments was high, as reflected by Pearson correlation *r* ranging between 0.80 and 0.98, and ratios showed a typical Gaussian distribution (Figure S1). 

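Across genes, the log2 ratios of arrays A and B correlated with r = 0.79 at 7 min, 0.98 at 45 min and 0.98 at 90 min, where genes are not independent replicates. The median absolute difference between the arrays was 0.06 at 7 min, 0.04 at 45 min and 0.04 at 90 min on the log2 scale, against a standard deviation of the mean ratios over genes of 0.30, 0.39 and 0.35. The distributions were skewed to positive ratios, with a skewness of 1.01 at 7 min, 1.21 at 45 min and 1.20 at 90 min. The scanner software's processed signals, which are background-subtracted and dye-normalized, moved the correlations most, to 0.74 at 7 min, 0.85 at 45 min and 0.93 at 90 min.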

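After 7 min of stress, 4288 genes could be tested. Of these, 79 genes (1.8%) were called up-regulated, and 63 of the 79 reached a log2 ratio of 0.8 on both arrays. The largest increase was that of RSP_1409, annotated with a fasciclin domain, with a log2 ratio of 2.90 ± 0.13 (SE, n = 2 arrays; adjusted p = 1e-05 from limma with Benjamini-Hochberg adjustment). It was followed by the response regulator RSP_0847 with 2.44 ± 0.05 (SE, n = 2; limma, adjusted p = 2.4e-06). The ratio threshold rather than the test set the number, since 1916 genes had an adjusted p under 0.05 by limma. Processed signals in place of median signals moved the number most, to 199 up-regulated genes, and a threshold of 1 gave the lowest number, 44.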

A number of 65 mRNAs (1.5%) was significantly induced in expression after 7 min of stress (log_2_ ratio ≥0.8 and p-value <0.05; Table 1). 

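At 45 min 174 of 4280 tested genes (4.1%) were called up-regulated, 162 of them with a ratio of at least 0.8 on both arrays. At 90 min 122 of 4283 genes (2.8%) were called, 111 of them on both arrays. RSP_1409 again had the largest ratio among genes with an RSP number, 4.52 ± 0.13 (SE, n = 2) at 45 min and 4.59 ± 0.13 at 90 min (limma, adjusted p = 6.2e-07 and 8.3e-07). Median centring of each array in place of loess gave the fewest calls at 45 min, 110 genes, with 81 at 90 min, and processed signals the most, 345 and 285. The order of the time-points, with most up-regulated genes at 45 min and fewest at 7 min, was the same under each alternative computed.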

At 45 min a higher portion of mRNAs was up-regulated (158 mRNAs (3.7%)), which was followed by a slight drop at 90 min (115 mRNAs (2.7%)). The photo-oxidative stress response obviously exhibited a peak of induction at time-point 45 min. Moreover, up-regulated mRNAs of the two late time-points showed a bigger overlap to each other than to mRNAs of the 7 min time-point (Figure S2), which was further confirmed by hierarchical clustering (data not shown). Therefore, mRNAs belonging to the short-term and/or the late stress response could be distinguished. However, the existence of a core set, comprising 51 mRNAs up-regulated at all time-points, was emerging (Figure S2). This applied to, e.g., the master regulators RpoE and RpoH2, photolyase PhrA, and the detoxifying glyoxalase II (GloB, RSP_0799). 

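Of the 189 genes up-regulated at 1 or more time-points, 146 had their highest mean ratio at 45 min, 24 at 7 min and 19 at 90 min. The differences between time-points were tested in the same limma fit, with a difference of at least 0.8 and an adjusted p under 0.05. Of 4270 genes, 31 were higher and 43 lower at 45 than at 7 min, and median centring changed this split to 9 higher and 92 lower. Ratios levelled by brightness, chosen after the data were seen, turned the split the other way, to 40 higher and 27 lower. Among the 174 genes up-regulated at 45 min, 25 were higher than at 7 min by this test and 1 was lower. Between 45 and 90 min, 5 of 4276 genes were higher and 1 was lower at 90 min. Without array A of 45 min the split was 1 higher and 3 lower, without array A of 90 min 1 gene was higher, and without array B of 45 or of 90 min limma called 0 genes, with 10 higher and 3 lower or 9 higher and 2 lower at an unadjusted p under 0.05. The Cy5 levels of the 0 min RNA correlated across genes with 0.929 (A) and 0.914 (B) between 7 and 45 min, on different slides, against 0.996 on both between 45 and 90 min, on the same slide. While 56 of the 174 genes were no longer called at 90 min, the fall was large enough to be called by the direct test for 1 of them, groES. Its ratio was lower at 90 than at 45 min by the test, with a difference of −0.94 ± 0.07 (SE, n = 2; limma, adjusted p = 0.0033). This call was lost under median centring (−0.78), with processed signals (−0.90), with the authors' processed values (−0.80), with ratios levelled by brightness, an alternative chosen after the data were seen (−0.71), and without any single one of 3 arrays, 45 min B (−0.92), 90 min A (−0.96) and 90 min B (−0.91). From the higher portion of up-regulated mRNAs at 45 min than at 7 and 90 min, the paper concludes that induction peaked at 45 min.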

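The genes up-regulated at 45 and at 90 min shared 118 members, which is 96.7% of the 122 genes of 90 min. Of the 79 genes of 7 min, 67 (84.8%) were also up-regulated at 45 min and 63 (79.7%) at 90 min. The arrays of 45 and 90 min share deviations between the pools, so part of an overlap can arise from shared noise, while those of 7 min share little of it. In 20 simulated data sets of unchanged genes, with noise shared as measured between the conditions, no called gene was shared, and lists of the same size taken from the top of the simulated ratios shared 65 genes for 45 and 90 min, 16.8 for 7 and 45 min and 15.7 for 7 and 90 min on average. With the noise of 45 and 90 min shared by all total RNA arrays the last values were 48.8 and 42.2. Across genes, the ratios of 45 and 90 min correlated with r = 0.93, those of 7 and 45 min with 0.75 and those of 7 and 90 min with 0.65. Simulated unchanged genes gave r = 0.66 for 45 and 90 min. The overlaps changed most with processed signals, to 242 genes for 45 and 90 min, 151 for 7 and 45 min and 137 for 7 and 90 min.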

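Up-regulation at 7, 45 and 90 min was called for 62 genes, 44 of which have an RSP number in the supplementary tables. The lists of the same size from simulated unchanged genes shared 9.6 genes on average with noise shared as measured, and 32.5 with the noise of 45 and 90 min shared by all total RNA arrays. A further 56 genes were up-regulated at 45 and 90 min but not at 7 min, 5 at 7 and 45 min alone and 1 at 7 and 90 min alone. At a single time-point alone, 11 genes were up-regulated at 7 min, 51 at 45 min and 3 at 90 min. With processed signals 132 genes, and with a ratio threshold of 1, 30 genes, were up-regulated throughout.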

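The sigma factor gene rpoE had log2 ratios of 1.91, 2.00 and 2.01 ± 0.11 (SE, n = 2 arrays) at 7, 45 and 90 min (limma with Benjamini-Hochberg adjustment, adjusted p = 3.4e-05, 1.1e-05 and 1.3e-05). For rpoH2 the ratios were 1.95, 2.13 and 2.17 ± 0.07 (SE, n = 2; limma, adjusted p = 5.3e-06, 1e-06 and 1.4e-06). In the means of the arrays, both sigma factor genes thus had nearly the same ratio at each time-point. From 7 to 45 min the ratio of rpoE changed by −0.27 on array A and by 0.45 on array B. That of rpoH2 changed by 0.18 on both. The ratio of gloB rose from 1.26 at 7 min to 2.17 at 45 min and was 1.86 at 90 min, each ± 0.05 (SE, n = 2; limma, adjusted p = 7.4e-06, 4.4e-07 and 8.3e-07). Its difference of 0.91 ± 0.07 between 45 and 7 min was called higher (limma, adjusted p = 0.00033), but not under median centring (0.59), with processed signals (0.73) or with the single probe listed in the supplement (0.17). Values of phrA were not analysed here.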

Numbers of down-regulated mRNAs (log_2_ ratio ≤−0.8) showed a similar trend as observed for up-regulated mRNAs, that is, most changes occurring at 45 min (Table 1).

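At 7 min 48 genes (1.1%) were called down-regulated, at 45 min 62 (1.4%) and at 90 min 49 (1.1%). Ratios of at most −0.8 on both arrays were found for 22, 54 and 40 of these genes. The largest decreases among genes with an RSP number were those of the transporter gene dctP at 7 min, −1.64 ± 0.11 (SE, n = 2; limma, adjusted p = 5.8e-05), and of the putative porin gene RSP_0842 at the later time-points, −2.30 ± 0.07 at 45 min and −2.43 ± 0.07 at 90 min (limma, adjusted p = 6.7e-07 and 8.3e-07). Several of the calls at 7 min rested on array A, such as pucB with −3.04 on array A and −0.18 on array B, and bchC with −1.69 and −0.14, and both calls were lost without array A, and also when any single array of another condition was left out. Without array A of 7 min 34 genes, and without array B 97 genes, were down-regulated at 7 min, the latter more than the 65 found at 45 min in that fit. The split of the calls depended on the normalization. Median centring gave 63 up- and 61 down-regulated genes at 7 min, 110 and 173 at 45 min and 81 and 148 at 90 min. With processed signals 121, 256 and 201 genes were down-regulated at 7, 45 and 90 min.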

**Table 1:** Number of quantified and regulated genes in individual approaches.

Experiment	Quantified mRNAs/proteins^1^	Up-regulated^2^		Down-regulated^2^	
		#	%	#	%
Total RNA 7 min	4289	65	1.5	23	0.5
Total RNA 45 min	4282	158	3.7	73	1.7
Total RNA 90 min	4282	115	2.7	57	1.3
Poly RNA 90 min	4258	129	3.0	24	0.6
SILAC 90 min	1214	68	5.6	45	3.7

1 The annotated *R. sphaeroides* 2.4.1 genome (http://img.jgi.doe.gov/cgi-bin/w/main.cgi) contains 4304 open reading frames. Numbers of mRNAs/proteins that were unambiguously quantified are depicted.

2 Numbers (#) and percentages (%) for regulated genes are given. Percentages were calculated relative to quantified mRNAs/proteins. Genes were considered to be regulated when log_2_ ratios (stress versus reference) were ≥0.8 (up-regulated) or ≤−0.8 (down-regulated) with p-values <0.05.

In a former study, expression kinetics of selected genes, measured by qRT-PCR, indicated that levels of individual mRNAs may peak at different time-points of the stress response [27]. In our study, we identified 173 mRNAs, showing significant induction at one of the three time-points, which could be grouped into three dynamic expression clusters according to k-means using the TM4 Microarray Software Suite (Figure 2A and Table S1). 

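The 189 genes up-regulated at any time-point were grouped by k-means on their 3 mean ratios (3 clusters, at most 50 iterations, 50 random starts), and the biggest cluster was divided again into 3. The groups were given the paper's cluster numbers from the shape of their mean profiles. They held 29 genes in cluster 1, 32 in 2a, 44 in 2b, 74 in 2c and 10 in cluster 3. An RSP number was at hand for 137 of the 189 genes. When 5 clusters were formed at once, the groups held 1, 49, 16, 115 and 8 genes in the same order.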

The biggest cluster was further divided into three sub-clusters (2a–2c). mRNAs within clusters 1, 2a, and 2b had an increased induction throughout the time-course, albeit induction was most pronounced at the two later time-points in several cases. This trend was even more obvious in cluster 2c. In contrast, the smaller cluster 3 comprises mRNAs which had a peak expression at 7 min. 

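In cluster 1 the mean log2 ratio was 1.53 ± 0.56 (SD over its genes) at 7 min, 1.98 ± 0.57 at 45 min and 1.86 ± 0.63 at 90 min. Cluster 2a had 0.91 ± 0.17, 1.00 ± 0.14 and 0.79 ± 0.21 at the same time-points. Cluster 2b rose from 0.76 ± 0.20 to 1.40 ± 0.16 and then had 1.20 ± 0.17. The difference between 45 and 7 min was called higher by limma for 9 genes of cluster 1, 11 genes of cluster 2b and 0 genes of cluster 2a. In cluster 2a, 9 genes had their highest mean ratio at 7 min.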

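Mean ratios in cluster 2c were 0.42 ± 0.14 (SD over its genes) at 7 min, 0.96 ± 0.15 at 45 min and 0.78 ± 0.18 at 90 min. None of its genes had its highest ratio at 7 min (0 genes). The rise from 7 to 45 min reached the difference of 0.8 with an adjusted p under 0.05 by limma in 5 of its genes.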

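The genes of cluster 3 had a mean ratio of 1.06 ± 0.15 (SD over its genes) at 7 min, −0.04 ± 0.48 at 45 min and −0.21 ± 0.50 at 90 min. Each of the 10 had its highest mean ratio at 7 min, and 7 were called lower at 45 than at 7 min by limma. Among all genes up-regulated at 7 min, 8 were lower and 10 were higher at 45 min by this test.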

Functional groups were formed according to published data on the *R. sphaeroides* singlet oxygen stress response [27]–[31], combined with KEGG database searches (http://www.genome.jp/kegg/). 

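The bacterioferritin gene bfr fell into cluster 1, as did gloB. Its log2 ratio was 1.16 at 7 min, 1.88 at 45 min and 1.63 at 90 min, each ± 0.04 (SE, n = 2 arrays; limma, adjusted p = 5.3e-06, 3.5e-07 and 8.3e-07). The rise of 0.72 ± 0.06 from 7 to 45 min had an adjusted p = 0.00035 by limma but stayed under the threshold of 0.8, which it passed with the median over probes (0.83).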

Cluster 1 contains several genes with a function in stress defense or iron metabolism, like *phrA*, *gloB*, or bacterioferritin encoding *bfr* (Figure 2B). Interestingly, several genes for regulatory factors with a known or hypothesized role in the photo-oxidative stress response (namely *rpoE-chrR*, *rpoH2*, *rpoH1*, *ompR*) are found in cluster 1, which differs from cluster 2 in a stronger induction of corresponding mRNAs (several log_2_ ratios >1.5). 

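The anti-sigma factor gene chrR fell into cluster 1 together with rpoE and rpoH2, with log2 ratios of 2.04, 2.18 and 2.26 ± 0.05 (SE, n = 2) at 7, 45 and 90 min (limma, adjusted p = 2.5e-06, 4.4e-07 and 8.3e-07). At 45 min the ratio was above 1.5 for 26 of the genes of cluster 1, for 10 genes of cluster 2b and for 0 genes of clusters 2a and 2c. Values of rpoH1 and ompR were not analysed here.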

Functional groups in cluster 2 relate to stress defense, chaperones, proteases, redox reaction, transport process, porphyrin and carbohydrate metabolism (Figures 2C–E). Several genes in cluster 2 are described for the first time to be part of the singlet oxygen response. They encode, e.g., the chaperones MoxR (RSP_1024), ClpA (RSP_2293), and GroES (RSP_2310), a thioredoxin (RSP_0725), and DNA ligase Lig2 (RSP_2413). In addition, genes for the transcriptional regulator Lrp (RSP_2719) and a TetR family regulator (RSP_2853) were newly identified as stress-responsive (see Table S5). In contrast to cluster 1 and 2, genes of cluster 3 clearly belong to the short-term response and their products mainly have a function in amino acid and sulfur metabolism, like phosphoglycerate dehydrogenase SerA (RSP_1352) and sulfite reductase CysI (RSP_1942). In addition, several chaperones can be found in cluster 3 (Figure 2F).

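The ratio of moxR was 0.47 at 7 min and 1.48 at 45 min, each ± 0.05 (SE, n = 2 arrays; limma, adjusted p = 0.00042 and 1.3e-06), and that of clpA 0.67 and 1.52 ± 0.04 (SE; limma, adjusted p = 4.1e-05 and 6.2e-07). Both were called higher at 45 than at 7 min, with a difference of 1.00 for moxR and 0.85 for clpA (limma, adjusted p = 0.00029 and 0.00026). Under median centring these differences were 0.76 and 0.65 and the calls were lost, and that of clpA was also lost with the single probe listed in the supplement (0.76) and without array A of 7 min (0.80). For groES the ratios of 1.25 at 7 min and 1.34 at 45 min (± 0.05, SE; limma, adjusted p = 6e-06 and 1.3e-06) differed by 0.09, which was not a called difference (limma, adjusted p = 0.34), and the call at 45 min was lost under median centring (0.56). The thioredoxin gene RSP_0725 passed the threshold at 45 min with 1.15 ± 0.04 but not at 7 min with 0.39 (limma, adjusted p = 1.7e-06 at 45 min). DNA ligase gene lig2 had 0.77 ± 0.04 at 7 min, under the threshold, and 1.00 ± 0.04 at 45 min (limma, adjusted p = 2.4e-05 and 3e-06). With the median over its probes the 45 min ratio of lig2 was 0.71, with the listed probe 0.66, and neither was called. By k-means moxR and clpA fell into cluster 2b, groES and lig2 into 2a and RSP_0725 into 2c.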

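RSP_2853, the TetR family regulator gene, was up-regulated at 45 min, with a log2 ratio of 0.94 ± 0.04 (SE, n = 2 arrays; limma, adjusted p = 4.3e-06). The ratios of 0.43 at 7 min and 0.62 at 90 min stayed under the threshold. Median centring gave 0.71 at 45 min, which was not called, and at 90 min the gene was called after normexp background correction (0.82) and with processed signals (0.86). Values of lrp were not analysed here.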

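The ratio of serA was 1.13 ± 0.15 (SE from the spread shared by the conditions, n = 2 arrays) at 7 min, −0.48 at 45 min and −0.57 at 90 min. At 7 min the arrays gave 0.75 (A) and 1.50 (B), and without array B the gene was not called up-regulated. The fall of −1.61 ± 0.21 from 7 to 45 min was called (limma, adjusted p = 0.0021). For cysI the ratio was 1.19 ± 0.12 at 7 min (SE, n = 2; limma, adjusted p = 0.00033), −0.05 at 45 min and 0.10 at 90 min, and the difference of −1.24 ± 0.17 between 45 and 7 min was called as well (limma, adjusted p = 0.003).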

**Figure 2:**
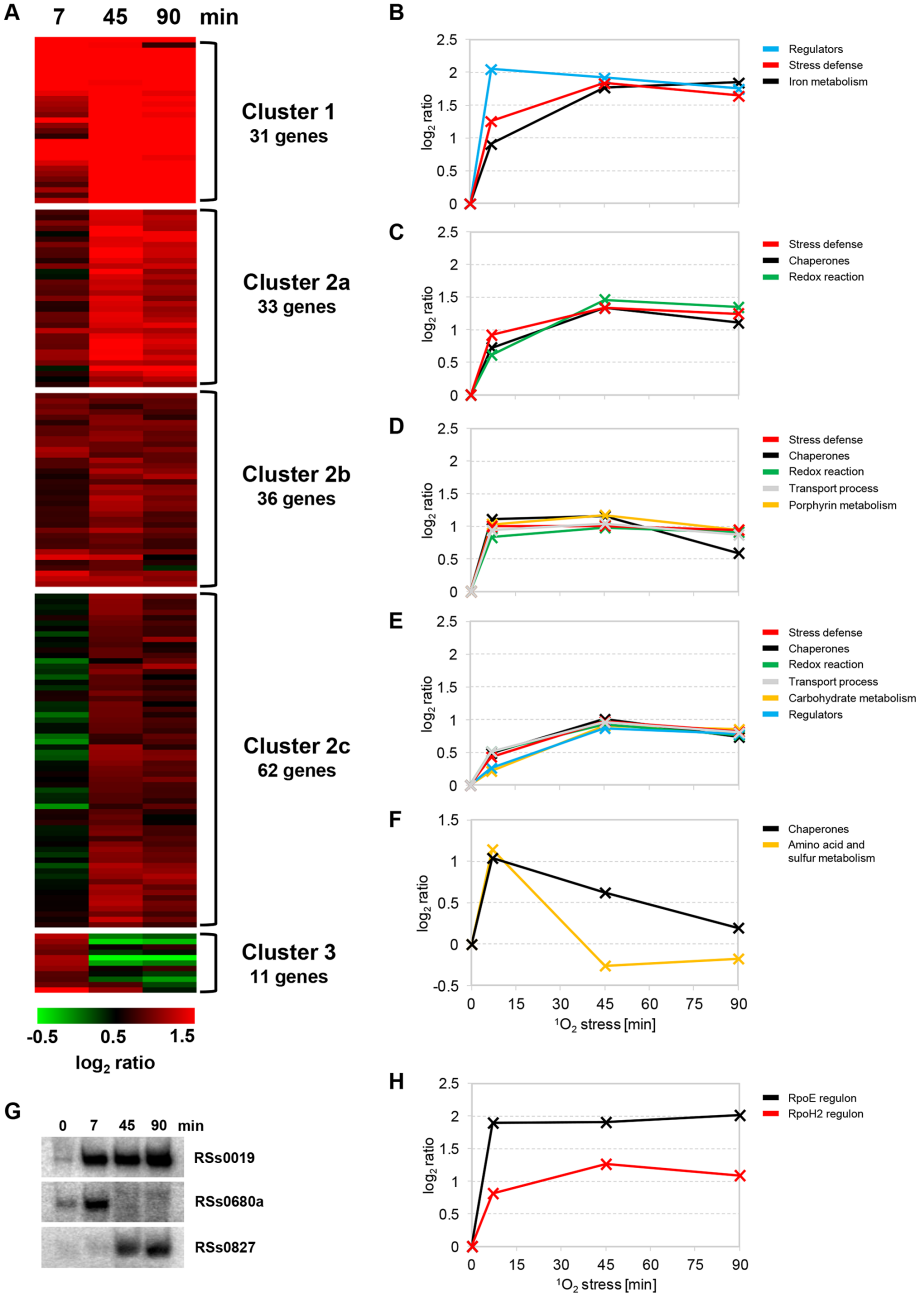
Expression kinetics of stress-related mRNAs and sRNAs. Relative changes of mRNAs upon singlet oxygen (^1^O_2_) stress were monitored by microarray analysis of total RNA at time-points 7, 45, and 90 min and depicted as log_2_ ratios. (A) All mRNAs with significant induction (log_2_ ratio ≥0.8 and p-value <0.05) at one of the three time-points were applied to clustering using MeV (Multi Experiment Viewer version 4.7.4) from the TM4 Microarray Software Suite [67], [68]. Clustering was based on k-means (KMC method) according to Euclidean distance with a maximum of 50 iterations. Changes were illustrated as heat-maps with a color code ranging from −0.5 (green) to 1.5 (red) log_2_ ratio. Columns represent time-points of the stress response and rows represent individual genes. (B–F) Up-regulated mRNAs shown in (A) were grouped together according to their function. Expression kinetics, representing the mean of log_2_ ratios, were calculated for functional groups of cluster 1 (B), cluster 2a (C), cluster 2b (D), cluster 2c (E), and cluster 3 (F). (G) Analysis of stress-induced sRNAs. Total RNA was isolated at the indicated time-points and applied to Northern blot analysis. RSs0019, RSs0680a, and RSs0827 were hybridized to radioactively labeled oligonucleotides and visualized by phosphoimaging. 5S rRNA was probed as a control for equal loading of samples (not shown). (H) Genes with described RpoE- and RpoH2-dependent promoters [28], [29], [72] were analyzed when they exhibited log_2_ ratios ≥0.8. The curves represent the mean of log_2_ ratios based on 12 mRNAs (RpoE, black line) and 42 mRNAs (RpoH2, red line). See supplementary Tables S1 and S2 for further information on regulated genes and their particular functions.

Many genes of the photo-oxidative stress response are transcriptionally regulated by the two alternative sigma factors RpoE and RpoH2. Upon stress, RpoE is ultimately activated by release from its anti-sigma factor ChrR, while RpoH2 is produced downstream of RpoE [27], [29], [32]–[34]. We therefore assumed that members of the two sigma factor regulons exhibit different kinetics. Indeed, genes within the RpoE regulon were strongly up-regulated already after 7 min of stress, while RpoH2-dependent genes showed a delayed induction and full expression was not observed before 45 min (Figure 2H). 

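Regulon membership was taken from the first 1999 of the 4304 rows of Dataset S1, the part that was at hand, and no set test was run on it. In this part 10 genes marked as RpoE regulon reached a log2 ratio of 0.8 at a time-point, and their mean ratio was 1.93 ± 0.59 (SD over genes) at 7 min, 2.01 ± 1.04 at 45 min and 2.08 ± 1.03 at 90 min. At 7 min 10 of them were called up-regulated, at 45 min 9 and at 90 min 10, and 1 was higher at 45 than at 7 min by limma. For 9 genes with an RpoH2 promoter prediction and a ratio of at least 0.8 at a time-point, the mean ratio was 0.62 ± 0.44 at 7 min, 1.26 ± 0.39 at 45 min and 1.01 ± 0.46 at 90 min. Of these 9, 3 were called up-regulated at 7 min, 9 at 45 min and 5 at 90 min. All 9 had a higher mean ratio at 45 than at 7 min, and the difference was called for 2 of them. The means over these genes on the separate arrays were 0.63 (A) and 0.61 (B) at 7 min and 1.21 and 1.30 at 45 min. Median centring moved the median of the RpoE regulon genes most, from 2.00 to 1.42 at 45 min.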

Assignment of the RpoH2 regulon was based on genome-wide predictions for conserved promoter sequences [28], [29]. Very recently, an alternative RpoH2 regulon was defined according to expression profiles and ChIP-chip experiments [35], which we used to compile expression kinetics from our data sets. Intriguingly, results for both RpoH2 regulons were nearly congruent with each other (Figure S2).

We were also interested in expression patterns of sRNAs, which are important post-transcriptional regulators in bacteria. 

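The 144 sRNA probe sets were tested in the same limma fit as the genes and adjusted over genes and sRNAs together. At 7 min 7 sRNAs were up- and 23 down-regulated, at 45 min 16 and 16, and at 90 min 14 and 17. Up-regulation was shared by 12 sRNAs between 45 and 90 min, by 6 between 7 and 45 min and by 5 over all 3 time-points. The probe set IGR_0019_sense had log2 ratios of 2.22, 2.81 and 2.81 ± 0.10 (SE, n = 2 arrays) at 7, 45 and 90 min (limma, adjusted p = 8.6e-06, 1.1e-06 and 1.6e-06). A sense probe set of IGR_0827 had 0.67 ± 0.07 at 7 min, under the threshold, then 3.70 and 3.74 at 45 and 90 min (limma, adjusted p = 0.00038, 2.5e-07 and 2.7e-07), and its 7 min ratio was called after normexp (0.83) and with processed signals (1.12). Of the 3 antisense probe sets of the region of IGR_0680, IGR_0680a had 0.41 ± 0.26 at 7 min, with −0.05 on array A and 0.88 on array B, and −0.34 at 45 min, and was down-regulated at 90 min with −2.21 (limma, adjusted p = 0.23, 0.31 and 0.00039). Its 7 min ratio was called with the authors' processed values (1.16) and, chosen after the data were seen, with loess spans of 0.1 (0.95) and 0.05 (1.10). The other two, which were added after their values had been seen, were up-regulated at 7 min, IGR_0680b with 1.49 ± 0.24 (0.93 on array A and 2.06 on array B) and IGR_0680c with 1.51 ± 0.26 (0.91 and 2.10; limma, adjusted p = 0.0025 and 0.0033), and were down-regulated at 90 min with −1.36 and −1.06 (limma, adjusted p = 0.0031 and 0.013). At 45 min IGR_0680b was not called (0.76), and IGR_0680c was up-regulated with 1.42 (limma, adjusted p = 0.0032), a call lost under median centring (0.79). The 7 min calls of IGR_0680b and IGR_0680c were lost with limma on the 2 arrays alone, and their 90 min calls without array B of 90 min (−1.12 and −0.85). These names share their numbers with the sRNAs RSs0019, RSs0827 and RSs0680a, but no table at hand pairs them. Among sRNAs the number of down-regulated members moved most, from 16 to 49 at 45 min under median centring.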

Microarrays designed for this study included probes for 144 verified and potential sRNAs that have been identified in our group [36], [37]. sRNA expression kinetics resembled those described above for mRNAs and similar dynamic clusters could have been formed (Figure S2). Northern blot validation clearly demonstrated, that the RpoE-dependent RSs0019 sRNA is highly expressed during the whole time-course of the experiment, while expression of the RpoH2-dependent RSs0680a sRNA exhibited a peak at 7 min (Figure 2G). Investigation of late time-points revealed that RSs0827 is strongly induced only after prolonged singlet oxygen stress (Figure 2G). RSs0827 was recently shown to respond to iron limitation [38] and can now be placed on the growing list of (photo-) oxidative stress inducible sRNAs in bacteria.

### SILAC-based proteomics reveal changes in protein abundance

The SILAC method was invented to enable quantitative proteomics of complex protein samples by MS [13]. For the photo-oxidative stress response of *R. sphaeroides*, we made use of an indirect quantification approach by applying a heavy standard generated by SILAC-labeling. *R. sphaeroides* cultures were supplemented with the heavy amino acid ^13^C_6_-lysine (Lys6), allowed to grow, and subsequently diluted several times into fresh Lys6-containing medium to achieve complete labeling of proteins (incorporation rate of 96%, Figure S3 and Dataset S2). The heavy standard represents a protein mixture obtained from fully labeled cultures grown under semi-aerobic, aerobic, and singlet oxygen stress conditions to cover a broad protein pattern from various physiological states. Therefore the heavy standard was referred to as “bacterial SILAC standard” according to the super-SILAC mix of human breast cancer cells [39]. The bacterial SILAC standard was mixed in a 1∶1 ratio with protein samples from unstressed (reference) and stressed cultures, which were grown in presence of the light amino acid ^12^C_6_-lysine (Lys0). Based on intensity differences between heavy and light peptide peaks derived from LC-MS/MS analysis, SILAC protein ratios were calculated. To verify SILAC protein quantification, two protein digestions (insol and ingel digestion) were performed in biological duplicates (n = 4). Pearson correlation *r* between replicates ranged between 0.86 and 0.94, which reflects the high reproducibility of the SILAC approach (Figure S4). Next, mean SILAC ratios of the quadruplicates were divided to calculate direct protein ratios between stressed and unstressed cultures ((heavy standard/reference)/(heavy standard/90 min ^1^O_2_)), which were statistically verified by determining p-values (Figure 1, proteome).

The SILAC approach identified 1538 proteins with at least two peptides, from which 1214 proteins were quantified (Figure 3 and Dataset S2). The distribution of the log_2_ protein ratios exhibited a Gaussian-like curve, which underlines the reliability of the approach. At time-point 90 min of the photo-oxidative stress response, 68 proteins (5.6%) were significantly up-regulated (log_2_ ratio ≥0.8, p<0.05; Table 1 and S3), while 45 proteins (3.7%) were significantly down-regulated (log_2_ ratio ≤−0.8, p<0.05; Table 1 and S3). Several of the up-regulated proteins have a function in stress defense, redox reactions, carbohydrate metabolism, and transport processes or are acting as proteases (Figure 3), which corresponds to observations made for mRNAs changed during the photo-oxidative stress response (Figure 2). Among the down-regulated proteins, two major groups relate to photosynthesis as well as motility/chemotaxis (Figure 3). Altogether, these data demonstrate that the SILAC approach highlights proteins with altered abundances upon stress with high confidence.

**Figure 3:**
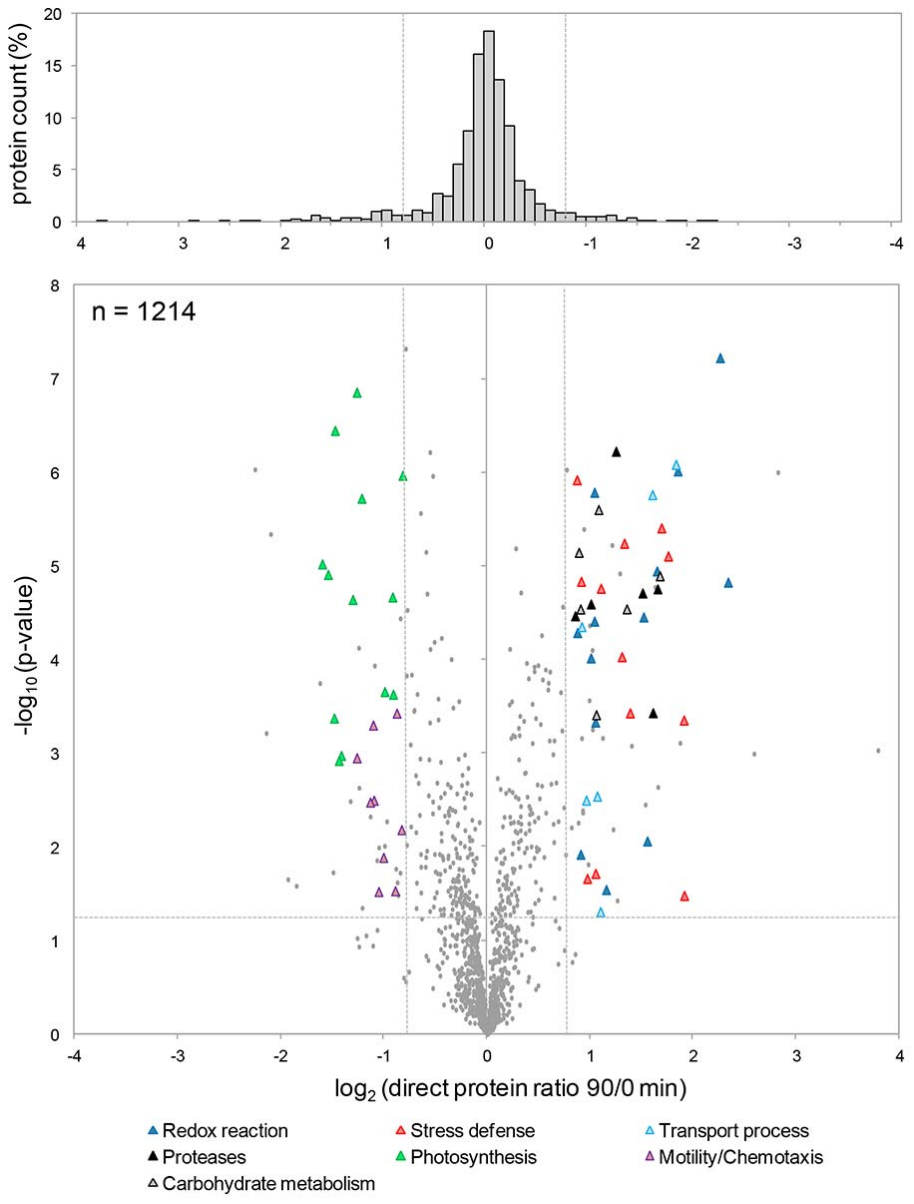
Accurate quantification of protein changes by SILAC. Relative changes in protein abundance after 90 min of singlet oxygen stress were determined by an indirect quantification approach using a heavy standard labeled with ^13^C_6_-lysine (Lys6). Protein mixtures were digested and used for MS analysis (see Materials and Methods). In the central volcano plot the direct ratios (log_2_) of 1214 quantified proteins of quadruplicates were plotted against negative logarithmized p-values (log_10_). The histogram on the top shows log_2_ protein ratio distributions (Gaussian distribution). Up- and down-regulated proteins were grouped according to their functions which relate to stress defense (red triangles), proteases (black triangles), redox reactions (dark blue triangles), carbohydrate metabolism (grey triangles), transport processes (light blue triangles), photosynthesis (green triangles), and motility/chemotaxis (purple triangles). See supplementary Table S3 for further information on regulated proteins and their particular functions.

### The SILAC approach identifies new open reading frames

In contrast to microarrays, which are designed according to the available information of the annotated genome, the SILAC approach presented here is annotation-independent. Consequently, several peptides were identified which potentially represent new open reading frames (ORFs) (Table S4). In order to validate these putative ORFs on RNA level, we inspected RNA-sequencing (RNA-seq) data available in our group (these data are based on deep-sequencing of RNA from exponentially growing wild-type cultures under semi-aerobic conditions and will be published elsewhere). First, RNA-seq data were screened for the presence of cDNA reads at the particular position of a new ORF. When cDNA reads gave reliable coverage for the gene locus, apparent transcriptional start sites were related to potential translational starts. In 13 out of 19 cases, RNA-seq strongly supports the SILAC data, while for the remaining examples sequencing coverage was not sufficient (Table S4). For some new ORFs it is very likely that they represent stand-alone genes (Figure 4A–D), while others are located between or in front of genes and might therefore be part of operons (Figure 4E–F). BLAST searches suggested functions in, e.g., transcription regulation (ID-19ORF-14558 and ID-29ORF-1154) or translation (ID-24ORF-1183). Intriguingly, two proteins derived from potentially new ORFs were up-regulated under singlet oxygen stress. This applies to gene ID-41ORF-21 (log_2_ protein ratio 0.85), which shows homology to uridylate kinases and might therefore have a role in cell division [40]. RNA-seq data suggested ID-41ORF-21 to be transcribed from its own promoter internal to RSP_4289 (Figure 4G). The new ORF ID-30ORF-1184 (log_2_ protein ratio 0.78) is located downstream of a *groEL* gene and might be functionally related to chaperone functions. Unfortunately, cDNA read coverage is too low to assume co-regulation of ID-30ORF-1184 with *groEL* (Figure 4H).

**Figure 4:**
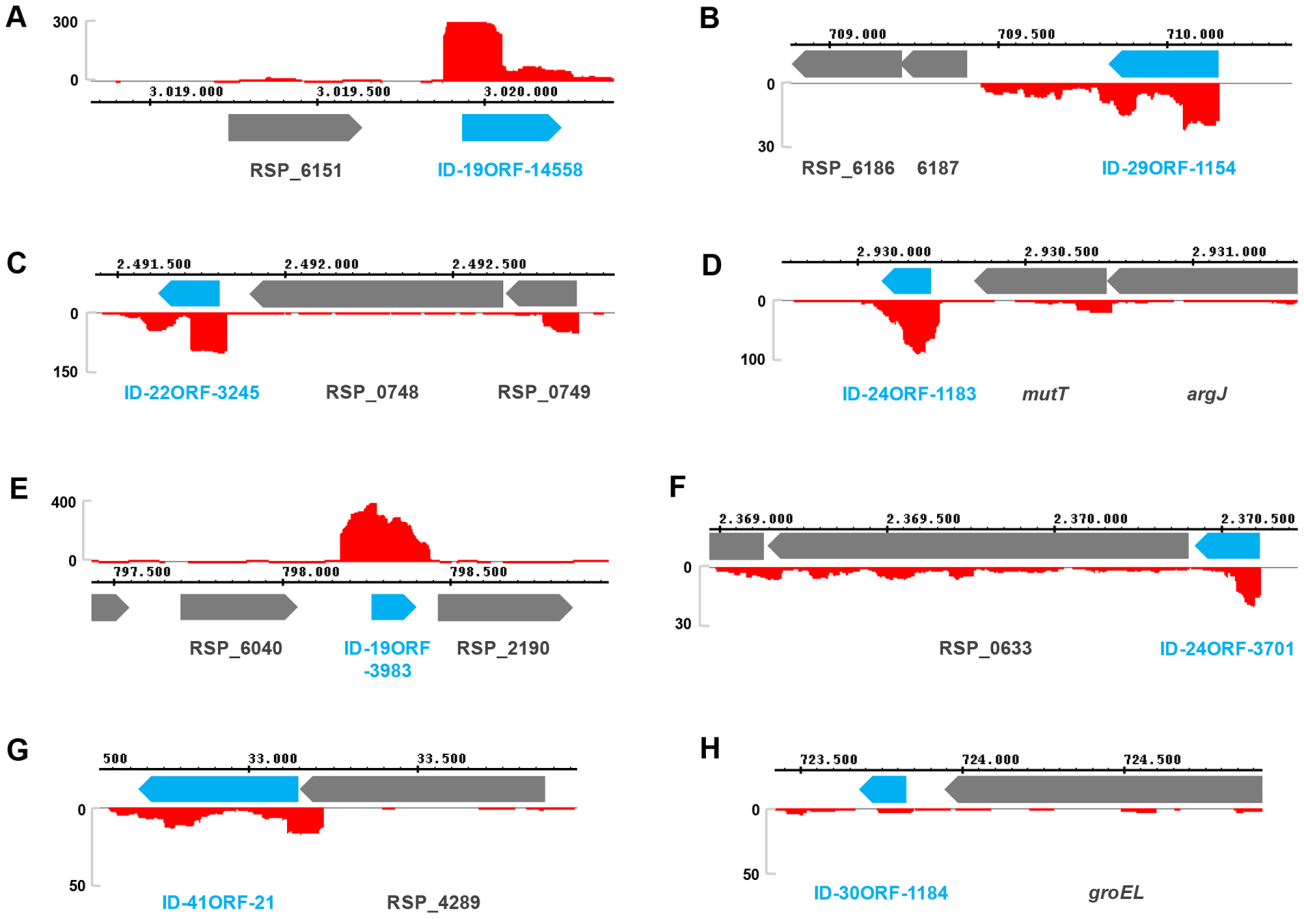
RNA-seq validation for ORFs newly identified by SILAC. ORFs detected by SILAC-based MS were compared to deep sequencing data (RNA-seq). (A–H) Integrated Genome Browser (Affymetrix) screenshots depict gene loci with nucleotide positions referring to the plus-strand. RNA-seq data are visualized as numbers of cDNA reads per nucleotide (red plots). Grey and blue arrows represent annotated and new ORFs, respectively. For further details on new ORFs see Table S4.

As a conclusion, our SILAC approach is a powerful tool for both the identification of unknown ORFs and simultaneous quantification of corresponding protein levels. Its application to any stress response in bacteria will give valuable and new insights.

### Are changes in the transcriptome transferred to the proteome level?

One of the main issues to be addressed in this study is the question of how and to which extent changes at transcriptome level impact protein abundances. In this context, the translatome was of major interest since it represents the mRNA-protein interface. 

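Polysomal RNA collected 90 min after the start of stress was compared on the same array design with polysomal RNA of unstressed cultures, 2 arrays (A and B) with 3 pooled experiments each. Stressed RNA again carried Cy3 and the 0 min RNA Cy5, so the ratio describes the change within the polysome fraction and not the share of an mRNA in polysomes. Median signals over all spots other than controls were 2377 (Cy3) and 2126 (Cy5) on array A and 2726.8 and 1278 on array B. This was 1.65 and 1.65 times the mean of the negative controls on array A and 1.58 and 1.84 times on array B, the lowest of the 4 conditions for Cy3. Normalization, filters and calls were those used for total RNA, with the paper's A-value minimum for this condition, which kept 11995 of 13218 probes. The arrays of polysomal RNA and of total RNA at 90 min were on the same slide. Differences between polysomal and total RNA were tested as a contrast in the limma fit over all 8 arrays, with a minimum difference of 0.4 and an adjusted p under 0.05. Across genes, the ratios of arrays A and B correlated with r = 0.92, with a median absolute difference of 0.09 and a standard deviation of the mean ratios over genes of 0.37. Processed signals moved this correlation most, to 0.85.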

The translatome was assessed by microarray analysis of mRNAs in polysome fractions with high reproducibility between biological duplicates (Pearson correlation *r* = 0.91, Figure S1). Polysomes were enriched by sucrose density gradient centrifugation of crude extracts after chloramphenicol treatment of cells (Figure 1 and S5). 

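In the polysome fraction 4256 genes could be tested, of which 189 were called up-regulated and 20 down-regulated, 168 and 15 of them beyond the threshold on both arrays. RSP_1409 had the largest ratio, 4.85 ± 0.13 (SE, n = 2 arrays; limma, adjusted p = 3.4e-07), and RSP_0381 the lowest, −2.43 ± 0.10 (limma, adjusted p = 3.4e-06). Processed signals moved these numbers most, to 454 up- and 185 down-regulated genes.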

As for total RNA and proteins, changes of polysomal mRNAs after 90 min of stress were calculated relative to the reference (no stress). Transcriptomic, translatomic, and proteomic data sets at time-point 90 min were correlated to each other and visualized as scatter-plots (Figure 5). 

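Over 4251 genes with values at both levels, the mean log2 ratios of total and polysomal RNA at 90 min correlated with r = 0.66 (rank correlation rho = 0.43), where genes are not independent replicates. The arrays A alone gave r = 0.66 and the arrays B alone 0.64. Among the 3966 genes called at neither level the correlation was 0.37. Simulated unchanged genes gave r = −0.005, but their polysomal arrays were given no noise in common with total RNA. A value near 0 was thus set in advance and says nothing on the source of the correlation. The simulation also held no dye effect of a gene, which would be part of the ratios at both levels. Median centring moved the correlation most, to 0.57.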

The transcriptome and translatome showed a fairly high correlation (*r* = 0.64; n = 4251) with a major distribution of data-points in the middle of the plot, representing genes that exhibited no or only minor changes. However, 98 genes were up-regulated on both transcriptional and translational level. 

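Up-regulation in both total and polysomal RNA at 90 min was called for 83 genes, which is 68% of the 122 genes up-regulated in total RNA. Same-sized lists of simulated unchanged genes, with no noise or dye effect shared between the levels, had 20.8 genes in common on average. In polysomal RNA alone 106 genes were called, and in total RNA alone 39. The difference between the levels was called higher in polysomal RNA for 24 of the 83 genes, lower for 6 and not called for 53. With processed signals the shared set held 202 genes.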

Besides well-known genes, several candidates were newly identified for the photo-oxidative stress response, which is exemplified by *moxR* and *clpA*, encoding chaperones, and thioredoxin RSP_0725 (Figure 5A). In contrast, 51 genes were translationally triggered without showing a comparable increase on transcriptome level (log_2_ ratio difference of at least 0.4; Figure 5A). In this group several genes could be linked to the photo-oxidative stress response for the first time, as shown for regulators (*lexA* and the sigma factor/anti-sigma factor operon RSP_3095-94), chaperones (*groES* and *groEL*), as well as quorum sensing (*cerI* and *cerA*).

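At 90 min moxR had a log2 ratio of 1.24 in total and 1.71 in polysomal RNA, each ± 0.05 (SE, n = 2 arrays; limma, adjusted p = 3.3e-06 and 7.4e-07). For clpA the ratios were 1.22 and 1.67 ± 0.04 (limma, adjusted p = 1.8e-06 and 3.2e-07), and for RSP_0725 they were 0.94 and 0.94 ± 0.04 (limma, adjusted p = 5e-06 and 4.3e-06). The total RNA call of RSP_0725 was lost under median centring (0.75). A difference above 0.4 between polysomal and total RNA was called for moxR, 0.47 ± 0.07, and clpA, 0.45 ± 0.06 (SE; limma, adjusted p = 0.003 and 0.0015). Both differences lay close to the threshold and were not called with the authors' processed values (0.35 for moxR and 0.33 for clpA), that of moxR not with the listed probe or the median over probes (0.36 in both), and that of clpA not without array A of polysomal RNA (0.38). With ratios levelled by brightness, chosen after the data were seen, neither was called (0.27 and 0.33). RSP_0725 had no difference between the levels (limma, adjusted p = 0.99).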

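A difference of at least 0.4 between polysomal and total RNA was called by limma for 423 genes as higher and 121 genes as lower in polysomal RNA, out of 4251 genes. Of the 423, 112 were also up-regulated in polysomal RNA, 24 of them in total RNA of 90 min as well and 88 not. At 7 or 45 min 38 of the 112 were up-regulated in total RNA, and 73 were up-regulated in total RNA at no time-point. The differences followed the brightness of the genes, since the 860 brightest genes held 310 of the 423 higher genes and 86 of the 112. Processed signals moved the number most, to 221, and a ratio threshold of 1 gave 74. With normexp background correction the split of the differences was 688 higher and 498 lower genes, and with the authors' processed values 312 and 198.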

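The chaperonin gene groES had a log2 ratio of 2.21 ± 0.05 (SE, n = 2 arrays) in polysomal RNA against 0.40 in total RNA at 90 min, a difference of 1.81 ± 0.07 (limma, adjusted p = 2.8e-05). For groEL the values were 1.62 and 0.28 ± 0.05, with a difference of 1.34 (limma, adjusted p = 7.5e-05). The autoinducer synthase gene cerI had 1.74 and 0.43 ± 0.03 and a difference of 1.31 ± 0.05, and lexA had 1.02 and 0.00 ± 0.05 and a difference of 1.02 ± 0.07 (limma, adjusted p = 2.8e-05 and 0.00016). Each difference had the same direction on arrays A and B. Both chaperonin genes had been up-regulated in total RNA before, groEL with 1.19 at 7 min and 1.06 at 45 min (limma, adjusted p = 1e-05 and 5.9e-06), the latter not called under median centring (0.26) or with the listed probe (0.76). When the ratios of each array were levelled by brightness, an alternative chosen after the data were seen, the differences shrank to 0.97 for groES, 0.49 for groEL, 0.47 for cerI and 0.95 for lexA and were still called, while groES, groEL and cerI were then up-regulated in total RNA of 90 min as well (1.07, 0.97 and 1.11). Values of RSP_3095, RSP_3094 and cerA were not analysed here.

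**Figure D1:**
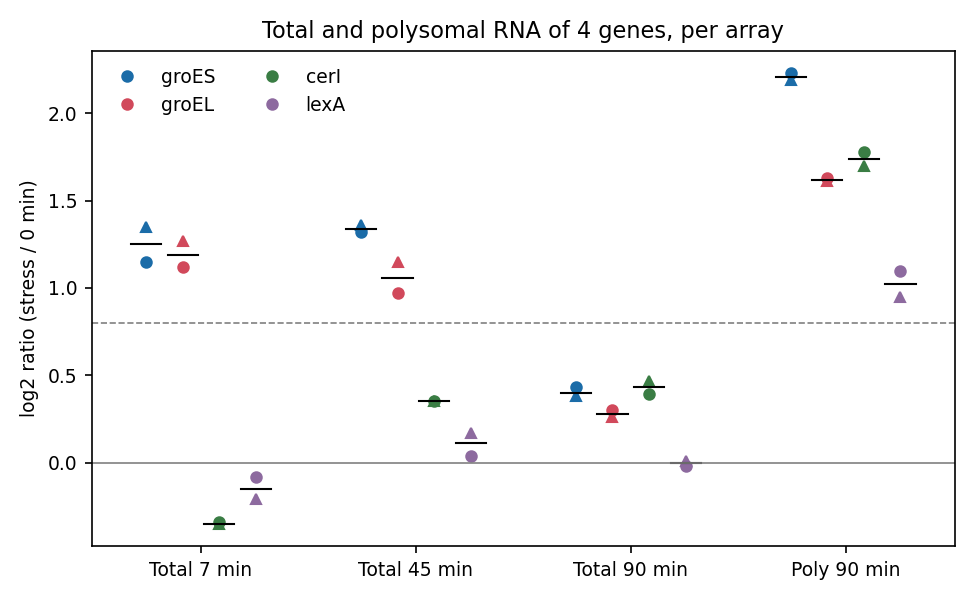
Log2 ratios (stress / 0 min, vertical axis) of groES, groEL, cerI and lexA in total RNA at 7, 45 and 90 min and in polysomal RNA at 90 min (horizontal axis). Circles are arrays A, triangles arrays B, black lines their mean and the dashed line the threshold of 0.8; at 90 min all 4 genes lie under the threshold in total RNA and above it in polysomal RNA.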

**Figure 5:**
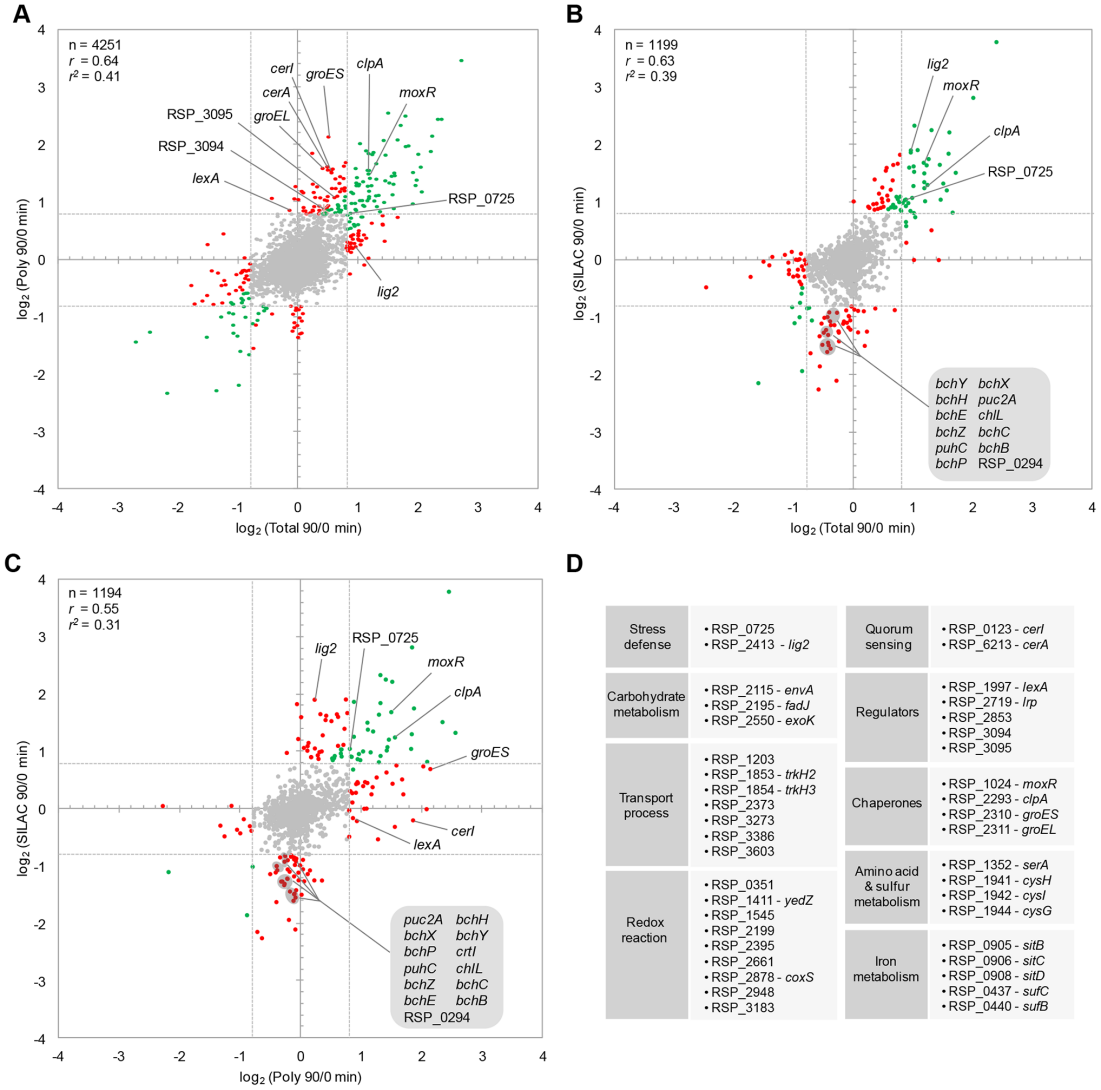
Correlation between global approaches. Scatter-plots represent pairwise comparisons of log_2_ ratios between (A) transcriptome (Total 90/0 min) and translatome (Poly 90/0 min), (B) proteome (SILAC 90/0 min) and transcriptome, (C) proteome and translatome. Number (n), Pearson correlation (*r*), and squared correlation (*r^2^*) of shared features are given for every comparison. It is indicated for up-regulated (log_2_ ratio ≥0.8) and down-regulated (log_2_ ratio ≤−0.8) features whether changes are unidirectional (log_2_ ratio difference between approaches <0.4, green spots) or biased (log_2_ ratio difference ≥0.4, red spots). (D) Functional grouping of genes that were newly identified to be stress-responsive by the integrative approach. For a complete list of genes and information on their function see Table S5.

A different picture emerged when correlating the proteome data; overall correlation to the transcriptome was fairly high (*r* = 0.63; n = 1199), as indicated by genes that were up-regulated in both approaches. However, a group of 43 genes was decreased in protein abundance (log_2_ ratio ≤−0.8), while not changed on transcriptome level to the same extent. 

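Among the photosynthesis genes labelled in Fig. 5, 10 had values here. In total RNA at 90 min their log2 ratios lay between −1.0 and −0.25 with a median of −0.42, each below 0 on both arrays. The call for down-regulation was made for 1 of the 10, crtI, with −1.0 ± 0.22 (SE, n = 2 arrays; limma, adjusted p = 0.0077). The paper's SILAC log2 ratios of the 10 proteins lie between −1.6 (BchY) and −0.82 (CrtI). CrtI thus fell least as a protein, though its RNA had the lowest ratio. For each of the other genes the protein ratio lies further below 0 than the total RNA ratio. With other background treatment further genes passed the threshold in total RNA, such as bchY with −1.06 and bchB with −0.94 after normexp. The proteome values themselves were not analysed here.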

A major portion of this group has a function in photosynthesis (12 genes; Figure 5B). 

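In polysomal RNA at 90 min the same 10 photosynthesis genes had log2 ratios between −0.24 and −0.07, with a median of −0.14, and lay below 0 on both arrays. None of the 10 reached the threshold for down-regulation in polysomal RNA. Of the 10, 9 had a higher ratio in polysomal than in total RNA on arrays A and on arrays B. The limma contrast over all 8 arrays called 0 of them higher in polysomal RNA, while at an unadjusted p under 0.05 crtI was higher (0.78). On the arrays of 45 and 90 min and polysomal RNA alone, which lie on the same slide, limma called 2 of them higher, crtI and bchE (0.42).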

A similar observation was made when comparing the proteome and translatome (*r* = 0.55; n = 1194); 13 photosynthesis genes with decreased protein levels were not depleted in polysomes. Interestingly, 31 genes showed an increased emergence in the polysome fraction after stress without changing protein abundance, as observed for the regulator LexA, the autoinducer synthesis protein CerI, and the chaperone GroES (Figure 5C).

In general, it emerged that ∼41% of mRNA variance within polysomes (translational effects) can be explained by changes in the transcriptome (*r^2^* = 0.41, Figure 5A). However, only ∼31% of variance in protein levels could be assigned to changes in translation (*r^2^* = 0.31, Figure 5C), although ∼39% of this variance could be explained by mRNA levels (*r^2^* = 0.39, Figure 5B). It appeared that, beside unidirectional effects, substantial regulation occurred separately on all levels. This can be exemplified by expression changes of *lig2*, encoding a newly identified stress-related DNA ligase. 

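The square of the correlation between total and polysomal RNA was 0.44 over the genes with values at both levels.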

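Of the genes up-regulated in total RNA at 90 min, 35 were lower in polysomal RNA by the limma contrast, and 13 had a polysomal log2 ratio under 0.4. Down-regulation in both total and polysomal RNA was called for 12 genes. From the shares of variance in one level that changes of another level explained, the paper proposes that, besides effects passed on from level to level, regulation also took place separately on each level.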

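At 90 min lig2 had a log2 ratio of 0.96 ± 0.04 (SE, n = 2 arrays) in total RNA and 0.31 ± 0.04 in polysomal RNA (limma, adjusted p = 4.5e-06 and 0.001). The arrays of polysomal RNA gave 0.39 (A) and 0.24 (B). Polysomal RNA was lower by the contrast, −0.65 ± 0.06 (SE; limma, adjusted p = 0.00037). In total RNA the gene was not called with the median over its probes (0.70) or the listed probe (0.61), and in polysomal RNA it was called with processed signals (0.87), where the difference between the levels was no longer called (−0.76).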

Protein and mRNA levels are both induced, although polysome association is rarely changed. A possible explanation would point to parallel regulation on both transcriptional and post-translational level without influencing translation itself. Since technical limitations cannot be excluded, these examples need further validation and present interesting subjects for future studies.

### Genes within operons exhibit polar expression patterns

In the genome-reduced bacterium *Mycoplasma pneumoniae* almost half of the polycistronic operons show a staircase-like expression [41]. Furthermore, operons can be divided into suboperons with dynamics depending on environmental conditions. It was assumed that this phenomenon is widespread in bacteria, which motivated us to inspect expression patterns of stress-induced operons of *R. sphaeroides* carefully. Notably, relative changes between time-points rather than relative expression levels at one time-point were matched. When comparing changes of total RNA levels after 90 min of singlet oxygen stress (transcriptome), a staircase-like pattern emerged as a common feature. 

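Of the operons in Fig. 6, 6 had values here for their first and last gene. In the sit operon (Fig. 6A) the log2 ratios in total RNA at 90 min were 1.98 for sitA, 1.78 for sitB, 1.46 for sitC and 1.11 for sitD, each with a standard error of 0.05 to 0.07 (n = 2 arrays). RSP_1091 to RSP_1087 (Fig. 6B) had 2.01, 2.09, 1.53, 0.94 and 0.82. The ratios of RSP_1852, trkH2 and trkH3 (Fig. 6D) were 2.39, 1.45 and 0.41. Behind moxR (Fig. 6E), RSP_1023 had 0.97, RSP_1022 0.91 and RSP_6144 0.67. In the last of these operons (Fig. 6F) zwf and pgl both had 1.22 and pgi 0.78. From gene to gene the ratio decreased at each step in 3 of the 6 operons, those of Fig. 6A, 6D and 6E, while RSP_1090 lay above RSP_1091.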

In most cases, log_2_ ratios decreased from the first to the last gene in an operon (Figure 6A–F), from now on referred to as 5′ polarity. 

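The ratio of the first gene minus that of the last gene in total RNA at 90 min was 0.87 ± 0.10 (SD, n = 2 arrays) for the sit operon, 1.19 ± 0.03 for RSP_1091 to RSP_1087, 1.98 ± 0.10 for RSP_1852 to trkH3, 0.57 ± 0.03 for moxR to RSP_6144 and 0.44 ± 0.07 for zwf to pgi. On both arrays these 5 differences were positive, the lowest being 0.39 for zwf to pgi on array A. The genes were described with the values of both arrays, and no test was made over operons. With the single probe listed in the supplement the difference fell to 0.33 for moxR to RSP_6144 and to 0.22 for zwf to pgi and rose to 2.32 for RSP_1852 to trkH3.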

Other operons exhibited no polarity (Figure 6G) or featured a 3′ polarity (Figure 6H). 

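In the operon of Fig. 6H, RSP_1489 had a ratio of 0.04, RSP_1490 of 1.16 and RSP_1491 of 1.62, each ± 0.04 (SE, n = 2 arrays), in total RNA at 90 min. The first gene minus the last gene was −1.58 ± 0.07 (SD, n = 2), with −1.54 on array A and −1.63 on array B. Of the operon of Fig. 6G, RSP_3163 had a ratio of 0.97 ± 0.06 (SE) in total RNA, and RSP_3164 and RSP_3162 were not analysed here.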

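In polysomal RNA the first gene minus the last gene was 0.99 ± 0.03 (SD, n = 2 arrays) for the sit operon, 1.45 ± 0.02 for RSP_1091 to RSP_1087, 2.69 ± 0.03 for RSP_1852 to trkH3, 1.60 ± 0.04 for moxR to RSP_6144 and 0.90 ± 0.16 for zwf to pgi. For RSP_1489 to RSP_1491 it was −0.99 ± 0.13. The sign was the same as in total RNA in all 6 operons on both arrays. For the 5 operons with a positive difference the polysomal difference was larger than that in total RNA on both arrays, in the sit operon on array A with 0.97 against 0.94, and for RSP_1489 to RSP_1491 it was nearer to 0 on both. The last genes of these 5 operons had lower ratios than in total RNA, sitD with 0.37, RSP_1087 with 0.54, trkH3 with −0.10, RSP_6144 with 0.11 and pgi with 0.40. The first gene of the sit operon, sitA, was lower as well (1.37), while pgl had 1.28 and RSP_1491 1.65, close to their values in total RNA. RSP_1489 had 0.66 ± 0.04 (SE). Processed signals moved the polysomal differences most, to 1.91 for the sit operon and 3.82 for RSP_1852 to trkH3, and the single probe listed in the supplement gave 0.43 for zwf to pgi.

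**Figure D2:**
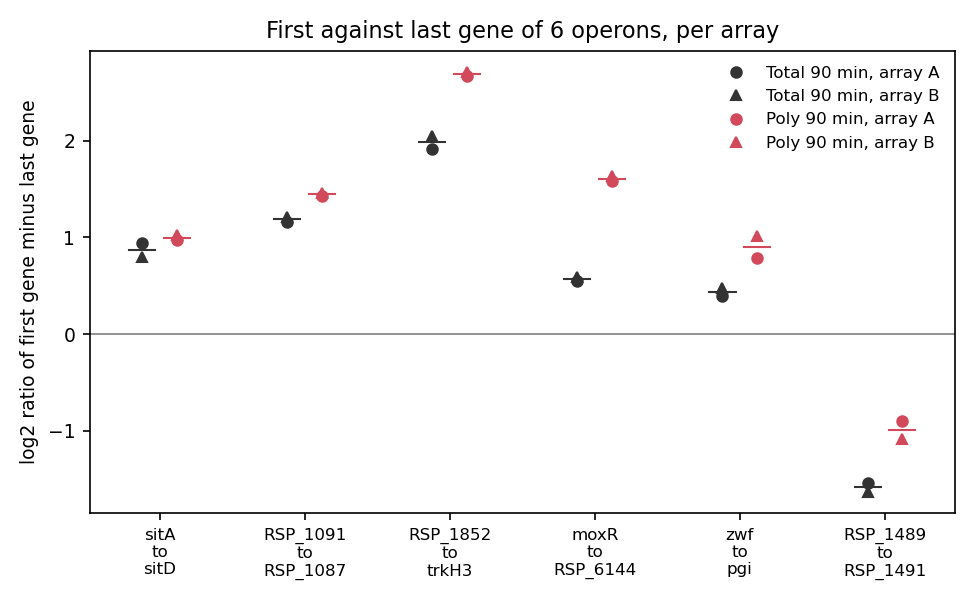
Log2 ratio of the first gene minus the last gene (vertical axis) of 6 operons (horizontal axis) at 90 min, in total RNA (dark) and polysomal RNA (red). Circles are arrays A, triangles arrays B and lines their mean; 5 operons lie above 0 and the operon of RSP_1489 to RSP_1491 below 0 at both levels.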

At translatome level orientation of polarity and even particular ratios were quite similar to transcriptomic data, indicating that transcriptional polarity impacts translation. There was one exception: genes within the RSP_3164-62 operon were equally regulated at transcriptome level, but exhibited a 5′ polarity at translatome level (Figure 6G). Furthermore, in some cases it was indicated that both 5′ and 3′ polarity are transmitted to protein levels (Figure 6B, E, F, H), for the remaining operons proteome data were not complete enough to give a reliable picture. When comparing expression levels at time-points 0 min and 90 min separately, it emerged that polarity is more pronounced after stress (Figure S6), which indicates that operon polarity might be inducible.

**Figure 6:**
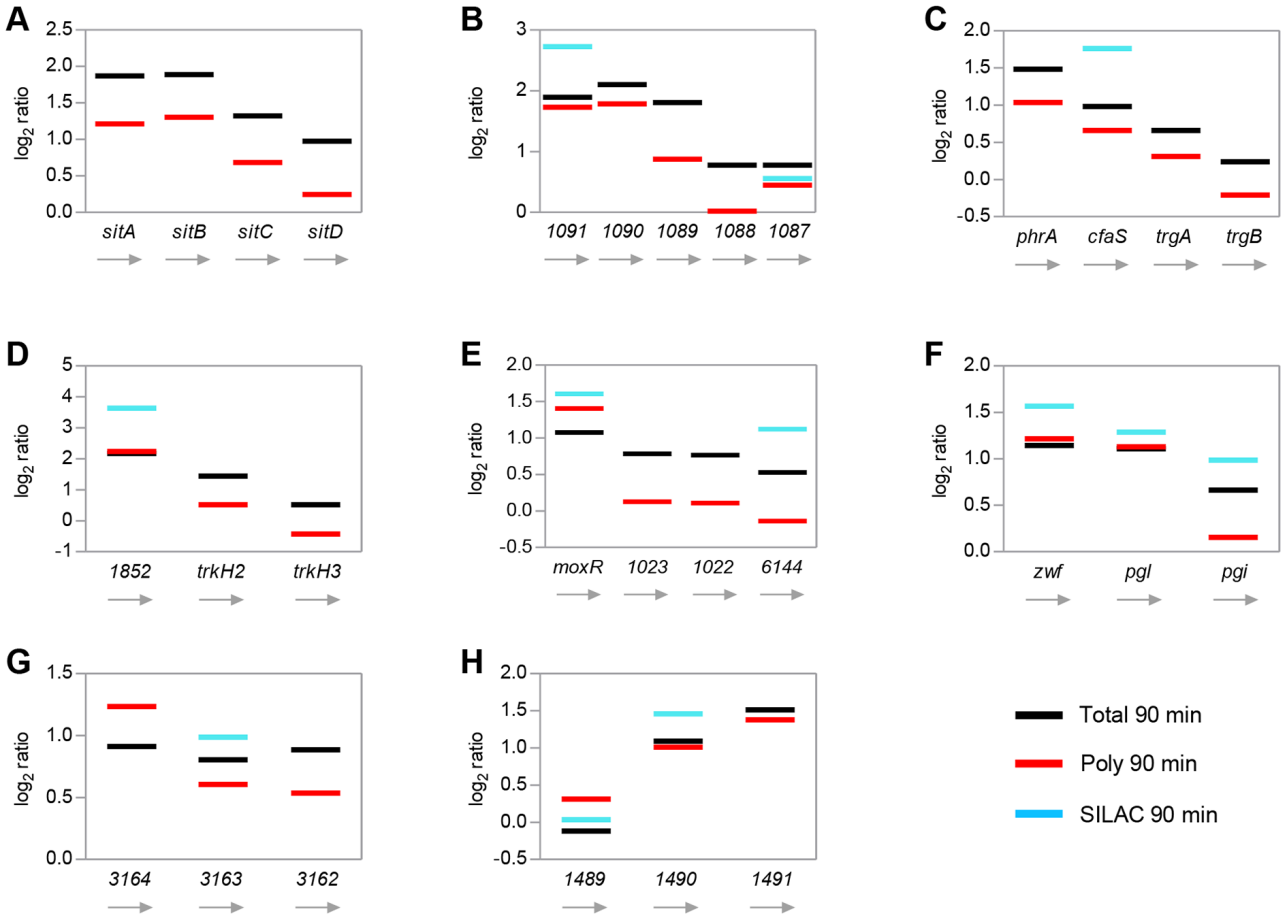
Polarity of stress-induced operons. Graphs representing relative changes for selected operons after 90 min of singlet oxygen stress. Log_2_ ratios were derived from transcriptomic (Total 90 min, black bars), translatomic (Poly 90 min, red bars), and proteomic (SILAC 90 min, blue bars) data sets. Orientation of genes within operons is depicted from the left to the right, irrespective of their location in the genome, with the leftmost gene representing the first gene in the operon. Gene numbers refer to corresponding RSP-numbers. Operons were selected according to following categories: transport process and iron metabolism (A), RpoE-dependent (B, C, D), stress defense (C), transport process (D), chaperone (E), RpoH2-dependent (F, G), carbohydrate metabolism (F), redox reaction (G), protease (H).

## Discussion

The simple concept of transcriptional regulation being the key determinant of gene expression fails to explain the observed flexibility of bacterial adaptation. Steadily increasing numbers of investigations reveal that complexity of bacterial regulation nearly resembles that of eukaryotic cells [42]. To fully understand how bacteria explore complex gene expression control in response to stress, changes have to be measured on the system level, and in order to appreciate post-transcriptional and post-translational events, system biology studies need to consider multiple layers of regulation. The “omics” approach presented here compared relative changes in abundance of total mRNAs, mRNAs captured in polysomes for translation, and proteins after sub-lethal stress. The singlet oxygen stress response of *R. sphaeroides* served as an example to validate our approach. While mRNA levels can be easily quantified by microarray analysis on an almost-global scale, comprehensive proteomics relies on state-of-the-art MS combined with accurate quantification methods. Here we used an indirect quantification approach by applying a heavy standard generated by SILAC. The bacterial SILAC standard represents several physiological states and is therefore similar to the super-SILAC approach applied to mammalian systems [12], [39]. We successfully identified 1538 proteins, from which 1214 could be accurately quantified with high reproducibility (Figure 3). In *Bacillus subtilis*, which has a genome size comparable to *R. sphaeroides*, 1928 proteins were identified by MS during logarithmic growth, representing more than 75% of genes expected to be expressed [19]. In *R. sphaeroides* the number of expressed genes under aerobic and singlet oxygen stress conditions is not known, and therefore, estimations of protein coverage are difficult. However, our approach seems to be as comprehensive as comparable studies. Several new open reading frames were identified, which were partly validated by RNA-seq (Figure 4). Two of the newly identified genes showed stress-dependent expression and thus extend the list of singlet oxygen responsive genes. During the last years several studies applied differential RNA-seq to identify sRNAs and to globally map transcriptional start sites in bacteria [43], [44]. In the near future, MS-based protein identification/quantification together with RNA-seq in a combinatory approach may be the experimental tool of choice to re-annotate genomes and to generate expression maps in various organisms.

Bacterial stress responses are highly dynamic in many ways. Up to date no studies comparing the transcriptome of *R. sphaeroides* in presence of singlet oxygen to non-stress conditions were presented and kinetics for mRNA levels or protein synthesis rates after onset of singlet oxygen stress were available only for few examples [25]. With the data provided here, stress-related genes could be globally identified and grouped according to their expression patterns, which also allowed us to distinguish short-term responses from late adaptation processes. For example, some genes involved in sulfur metabolism exhibit a pulse expression during the first minutes of the singlet oxygen stress response in *R. sphaeroides* (Figure 2F). This pulse expression might be explained by an incoherent feed-forward loop [45], which either consists of protein regulators or also includes sRNAs, as recently described for regulation of photosynthesis genes in *R. sphaeroides* [46]. 

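Besides serA and cysI, the sulfur metabolism genes cysH and cysG were up-regulated at 7 min, with log2 ratios of 1.10 ± 0.06 and 1.21 ± 0.10 (SE, n = 2 arrays; limma, adjusted p = 2.2e-05 and 0.00012). At 45 min cysH had −0.35 and cysG 0.04, and at 90 min −0.22 and 0.16. Both were lower at 45 than at 7 min, by −1.44 ± 0.08 for cysH and −1.17 ± 0.14 for cysG (SE; limma, adjusted p = 0.00018 and 0.0015), and from 45 to 90 min neither difference was called (0.12 for each gene; limma, adjusted p = 0.58 and 0.81).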

Vice versa, regulators may not only cause pulse-expression but are subject to pulse-expression themselves, as monitored for the RSs0680a sRNA (Figure 2G). Quantification of transcripts from alternative sigma factor regulons revealed that individual activation characteristics of the sigma factors under stress will ultimately determine expression dynamics of downstream genes (Figure 2H). While RpoE-dependent genes are constantly induced, RpoH2-dependent genes show a delayed induction and are most likely important for late adaptation processes.

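Over all 11 genes marked as RpoE regulon in the part of Dataset S1 at hand, the mean log2 ratio was 1.74 ± 0.86 (SD over genes) at 7 min, 1.88 ± 1.08 at 45 min and 1.94 ± 1.09 at 90 min. Over all 79 genes with an RpoH2 promoter prediction it was 0.06 ± 0.34, 0.18 ± 0.51 and 0.14 ± 0.44, so most predicted genes changed little. A ratio higher at 45 than at 7 min was found for 56 of the 79 genes, and limma called the difference for 2 of them.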

Furthermore, our study revealed transcripts/proteins with singlet oxygen-dependent abundance, which were not recognized as stress-dependent before (Figure 5D and Table S5). Interestingly, the new members of singlet oxygen-dependent genes comprise several transcriptional regulators including a sigma factor/anti-sigma factor system and the *cerI* and *cerA* genes [47] suggesting that singlet oxygen affects quorum sensing. Our study also extends the list of genes for chaperons, iron metabolism, and sulfur metabolism which respond to singlet oxygen stress.

Another dynamic expression feature in bacteria applies to operon polarity, which was described for *Mycoplasma pneumoniae* [41]. The observation of a staircase-like expression pattern, with the first gene in an operon showing the highest expression, might be explained by transcriptional-translational coupling and cross-talk between the responsible machineries in such a way, that transcription is interrupted whenever ribosomes hit a stop codon [42]. Our results reveal that the particular position of a gene within a stress-inducible operon not only impacts expression but also the degree of induction, with the first gene mainly be induced to the highest degree, what we refer to as 5′ polarity (Figure 6). Several of the stress-inducible operons in *R. sphaeroides* exhibit a clear 5′ polarity on both transcriptome and translatome level. Interestingly, polarity of transcript levels is clearly more pronounced after stress indicating that polar expression is stress-induced (Figure S6). Unidirectional behavior of transcriptional and translational effects was regularly observed for large sets of genes, as e.g. under severe stress in yeast or in halophilic archaea [7], [10]. However, 5′ polarity may only be achieved by post-transcriptional mechanisms, including sRNAs or RNA secondary structures, leading to non-correlated induction (Figure 6G). It was assumed that expression polarity is compensated for on protein level [6]. For the stress-inducible operons presented here it appears that polarity on transcriptome/translatome level also entails polar changes of protein abundance, which argues against compensation in these particular examples. Finally, the occurrence of 3′ polarity (Figure 6H) implies that several distinct mechanisms underlie the polarity phenomenon. Differential stability of polycistronic mRNAs and other post-transcriptional regulation events might explain the observed diversity. However, bacteria obviously exploit the order of genes within operons to fine-tune gene expression.

We systematically investigated the transcriptome, translatome, and proteome to explore global correlations and estimate the importance of particular modes of regulation upon stress in bacteria. Direct dependence between transcript levels and translation is observed for ∼41% of all mRNAs (*r^2^* = 0.41, Figure 5A), while ∼59% may be subject to post-transcriptional events which alter translation irrespective of mRNA levels. A predominant class of regulators that act on the post-transcriptional level are *trans* encoded sRNAs [48]. Regulons controlled by sRNAs may be as large as described for GcvB that impacts on ∼1% of all transcripts through a conserved binding domain [49]. In addition to sRNAs, mRNA stability, mRNA structure, and RNA-binding proteins play important roles for translation. Here we show that translational control is a fundamental way to globally induce genes upon stress in bacteria, which is similar to observations in yeast [10]. 

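By limma, 4.4% of the genes tested in polysomal RNA (189 of 4256) and 2.8% of those tested in total RNA (122 of 4283) were up-regulated at 90 min, and 0.47% and 1.1% were down-regulated. The excess in polysomal RNA was present under each alternative computed. When the ratios were levelled by brightness, which was chosen after the data were seen, 150 genes were up-regulated in polysomal and 127 in total RNA.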

In *R. sphaeroides* this is reflected by the fact that after 90 min of singlet oxygen stress 3.0% of genes are up-regulated on translatome level compared to only 2.7% on transcriptome level (Table 1). Assessing the translatome should therefore be regularly considered when investigating cellular stress responses, either in addition to or as an alternative to transcriptome studies. The SILAC approach delivers further valuable insights into global regulatory events. The observation that only ∼31% of protein changes can be matched to translational changes (*r^2^* = 0.31, Figure 5C) is unexpected, but can be explained by altered turn-over and degradation of proteins upon stress. Proteins are a major target for singlet oxygen in cells and damaged or fragmented proteins need to be removed [50]–[52]. The stress-dependent induction of several proteases is consistent with increased protein turn-over in presence of singlet oxygen but their particular roles in stress-dependent protein turn-over need experimental verification. The decline of photosynthetic proteins points to post-translational regulation by degradation, which may be achieved by the above-mentioned stress-induced proteases. Since reactions of singlet oxygen with amino acids can lead to depletion of the amino acid pool [53], selective degradation of photosynthetic proteins would both replenish the amino acid pool and avoid additional singlet oxygen generation in photosynthetic complexes. However, various post-translational events might cause that the ribosome coverage is only poorly correlated to protein abundance and we assume that comparing translation to protein synthesis, e.g. by using pulsed SILAC [54], would be a valuable experiment to achieve higher correlations.

Despite all the challenging open questions, our integrative approach delivered a comprehensive list of genes that are relevant to the singlet oxygen response and provided conclusive evidence for their regulation. For example, for quorum sensing genes (*cerI*, *cerA*) as well as for several genes encoding regulators (*lexA*, RSP_3095-94) substantial regulation seems to occur only on the translational level. This might be the reason why these genes have been overseen in former studies. 

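In total RNA cerI had log2 ratios of −0.35 at 7 min and 0.35 at 45 min, each ± 0.03 (SE, n = 2 arrays; limma, adjusted p = 0.00026 and 0.00014), and lexA −0.15 and 0.11 ± 0.05 (limma, adjusted p = 0.06 and 0.13). Neither gene passed the threshold of 0.8 in total RNA at a time-point. The total RNA ratio of cerI at 90 min depended on the normalization, with −0.28 under median centring and 1.11 with ratios levelled by brightness, an alternative chosen after the data were seen.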

The current data set will encourage detailed studies on newly identified players of the bacterial response to singlet oxygen.

## Materials and Methods

### Growth conditions and stress experiments

For all experiments conducted in this study *Rhodobacter sphaeroides* wild-type 2.4.1 [55] was cultivated at 32°C in minimal salt medium with malate as carbon source [56]. Pre-cultures were grown in Erlenmeyer flasks with continuous shaking at 140 rpm, resulting in a dissolved oxygen concentration of approximately 25 mM (semi-aerobic conditions). The amino acid ^12^C_6_-lysine (Lys0; Sigma-Aldrich) or its stable isotope counterpart ^13^C_6_-lysine (Lys6; Silantes) were added to the cultures in a final concentration of 50 µg ml^−1^. Pre-cultures were grown until an optical density at 660 nm (OD_660_) of ∼0.8–1.0 was reached and subsequently diluted into fresh Lys0/Lys6-containing medium in a concentration of 0.5% (v/v), which was repeated two times. Cultivation of *R. sphaeroides* in the presence of Lys6 over several generations enabled full labeling of proteins with stable isotopes (Figure S3). Lys0-treated cultures were used for regular stress experiments, while Lys6-labeled cultures were applied to generate a heavy standard for SILAC-based mass spectrometry. For stress experiments, semi-aerobic pre-cultures were diluted with Lys0/Lys6-containing medium to an OD_660_ of 0.2 and methylene blue was added in a final concentration of 0.2 µM. Cultures were gassed with air in flat glass bottles, resulting in a dissolved oxygen concentration of approximately 180 mM (aerobic conditions), and grown in the dark to an OD_660_ of 0.4. Singlet oxygen was generated by applying high light (800 W m^−2^) with a white light halogen bulb as described [23]. Samples, collected at the indicated time-points, were rapidly cooled on ice and centrifuged at 10,000*g* for 10 min at 4°C. For polysome preparation, cells were treated with chloramphenicol in a final concentration of 0.1 mg ml^−1^ for 5 min at 32°C before harvesting.

### SILAC-based mass spectrometry

Heavy labeled and non-labeled cells were completely lysed in SDS-Buffer (4% SDS in 100 mM Tris/HCl pH 7.6) and shortly heated at 95°C. Sonication was performed for DNA sharing prior to sample centrifugation at 16,000*g* for 5 min. Protein concentration of the clear supernatant was measured by DC protein assay (Biorad) to mix labeled and non-labeled protein samples in the same amount. To reduce sample complexity for MS-analysis, proteins were separated by SDS-PAGE (NuPAGE 4%–12% Bis-Tris gel, Invitrogen) and stained with Colloidal Blue Staining Kit (Invitrogen). Each lane was cut into 14 gel pieces for in-gel digestion as described [57]. In brief, proteins were reduced by 50 mM dithiothreitol (DTT), alkylated with 550 mM iodoacetamide and digested with the endopeptidase Lys-C (enzyme to protein ratio 1∶100, Wako). After digestion and elution, peptides were desalted by stop and go extraction (STAGE) tips [58]. Next to in-gel digestion, samples were also digested in solution as described [59].

For LC-MS/MS, a nano liquid chromatography (LC) system (Thermo Fisher Scientific) was coupled to a LTQ-Orbitrap Velos or a Q-Exactive mass spectrometer (Thermo Fisher Scientific) via a nanoelectrospray source (Proxeon). Fused silica emitter were packed in-house with C18-AQ RepoSil-Pur (3 µm, Dr. Maisch GmbH) and used as columns for reverse-phase chromatography to separate peptides by a linear gradient of 5–30% acetonitril with 0.5% acetic acid for 150 or 240 min at a flow rate of 200 nl min^−1^. After elution, peptides were ionized and transferred to gas-phase by electrospray ionization (ESI) to enter the mass spectrometer. For measurements with the LTQ-Orbitrap Velos mass spectrometer, full MS scan spectra (m/z = 300–1650) were acquired in the Orbitrap with a resolution of R = 60,000 after accumulation of 1,000,000 ions. The 15 most intense peaks from full MS scan were isolated and fragmented in the linear ion trap after accumulation of 5,000 ions. Fragmentation of precursor ions was performed using CID (35% normalized collision energy) prior to acquisition of MS/MS scan spectra. Q-Exactive measurements were performed as described [60]. The 10 most intense peaks were selected and fragmented by higher energy collisional dissociation.

Analysis of raw data was performed by the MaxQuant software package (version 1.2.2.9) as described [61]. Database searches were performed with the Andromeda search engine against a house-made *R. sphaeroides* 2.4.1 database. The two chromosomes and five plasmids of *R. sphaeroides* 2.4.1 were translated into protein sequences using EMBOSS Transeq [62]. Translation was performed for all six reading frames. A unique identifier indicating the sequence position and frame was generated and assigned to each resulting open reading frame (ORF) longer than six amino acids. The generated ORF database was combined with all public available protein sequences for *R. sphaeroides* 2.4.1 and then used for the peptide identification step. By applying a decoy approach we determined the false discovery rate (FDR) to be smaller than 1%. After peptide identification, database entries belonging either to the *de novo* generated ORF set or to the public available annotated proteins were clustered into protein groups (MaxQuant). Groups lacking an annotated member were assumed to be potentially new coding sequences and were selected for further investigation.

Detection and quantification of SILAC pairs was performed by MaxQuant using following parameters: Lys-C as digesting enzyme with a maximum of two missed cleavages, carbamidomethylation of cysteins as fixed modification, oxidation of methionine and acetylation of the protein N-terminus as variable modifications, SILAC amino acid labeling: Lys6. Maximum mass deviation was set to 7 ppm for the peptide mass and 0.5 Da for MS/MS ions. For identification of peptides and proteins a FDR of 1% were used and only peptides with minimum of six amino acids length were considered for identification. For SILAC analysis, two ratio counts were set as a minimum for quantification. Bioinformatic analysis was performed with Perseus (version 1.3.0.4) to calculate p-values with a Benjamini-Hochberg multiple testing correction based on a FDR threshold of 0.05.

### Preparation of polysomes

Polysomes were prepared basically as described elsewhere [63]. Cell pellets derived from 200 ml chloramphenicol-treated cultures were resuspended in 4 ml cold polysome buffer (P buffer: 10 mM Tris pH 7.6, 60 mM NH_4_Cl, 3 mM Mg(CH_3_COO)_2_) and used for lysis by gentle sonication in an ice bath. The cell debris was removed by centrifugation at 15,000*g* for 10 min at 4°C. Three ml supernatant were applied to sucrose density gradients, which were prepared by layering 3 ml 0.9 M sucrose on 3 ml 1.8 M sucrose (as solutions in P buffer) in 13.2 ml polyallomer thinwall tubes (Herolab). Ultracentrifugation (200,000*g*, 16 hours, 4°C) was carried out using a SW41-Ti rotor (Beckman Coulter) in a Discovery 90 ultracentrifuge (Sorvall). The gradient was divided into nine fractions and used for downstream validation (Figure S5). The pellet representing the polysome fraction was layered with 100 µl P buffer and incubated on ice for up to 3 hours to enable complete resuspension of polysomes. Polysome fractions were used for RNA isolation.

### RNA isolation and quality assignment

RNA from both crude extracts and polysome fractions was isolated using the hot phenol method [64], followed by one (Northern) or two (microarray) chloroform-isoamylalcohol treatments and precipitation with sodium acetate and ethanol. RNA was resolved in RNase-free water (Roth) and concentrations were determined at a NanoDrop 1000 Spectrophotometer (Peqlab). RNA for Northern blot detection was directly used after isolation, while RNA for microarray analysis was further processed. Total RNA for microarrays was treated with DNaseI (Invitrogen) to remove contaminating DNA, followed by purification using the RNeasy MinElute Cleanup Kit (Qiagen). RNA from polysome fractions was purified accordingly. Absence of DNA was monitored by PCR using Taq DNA Polymerase (Qiagen) and primers RSP0799-A (5′-GAA CAA TTA CGC CTT CTC) and RSP0799-B (5′-CAT CAG CTG GTA GCT CTC) [23]. Polyacrylamide-gels (10%, v/v) containing 7 M urea were prepared to assess RNA quality.

### Microarray analysis

For gene expression studies, isolated RNA was hybridized to Custom Gene Expression Microarrays from Agilent Technologies (8x15K; ID: 027061) designed for *R. sphaeroides* wild-type 2.4.1 [65]. The arrays contain oligodeoxynucleotide probes (60-mers) for 4304 open reading frames, according to genome annotations available on the IMG server (Integrated Microbial Genomes; img.jgi.doe.gov/cgi-bin/w/main.cgi), and for 144 putative sRNAs identified in our group [36], [37]. Two µg RNA from reference (no stress) and stress samples were chemically labeled with Cy5 and Cy3, respectively, using the ULS Fluorescent Labeling Kit for Agilent arrays (Kreatech) and competitively hybridized to arrays (two-color microarrays). Fragmentation of labeled RNA, hybridization to arrays, and washing was performed using the Gene Expression Hybridization and Wash Buffer Kits according to the specifications of Agilent. Hybridization was performed at 65°C for 17 hours. Read-out files for arrays were generated with the Agilent DNA microarray scanner, followed by compilation of raw median fluorescence values using the Feature Extraction Software (Agilent). Within-array normalization according to LOESS was accomplished with the Bioconductor package Limma for R [66]. Those values were retained that exhibited an average signal intensity (A-value: 1/2 log_2_ (Cy3×Cy5)) above background, as specified by Agilent control probes present on each array (Poly 90 min A≥10.44; Total 7 min A≥10.27; Total 45 min A≥10.61, Total 90 min A≥10.45). Fold changes were calculated from remaining values as log_2_ ratios (Cy3/Cy5). Data shown in this study represent the results from two individual microarrays (biological replicates), each containing a pool of three independent experiments for each sample. Statistical analysis was performed by Perl Statistics modules. Targets having p-values <0.05 and log_2_ ratios ≥0.8 or ≤−0.8 were assumed to represent deregulated candidates. For expression cluster analysis, log_2_ ratios were imported to MeV (Multi Experiment Viewer version 4.7.4) from the TM4 Microarray Software Suite [67], [68] and visualized as heat-maps. Clustering was based on k-means (KMC method) according to Euclidean distance with a maximum of 50 iterations.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [69] and are accessible through GEO Series accession number GSE42244 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42244).

### Northern blot detection

For detection of sRNAs, 10 µg of total RNA were separated on 10% (v/v) polyacrylamide-gels containing 7 M urea and 1× TBE. Gel runs were performed at 300 V for approximately 3 hours in 1× TBE. RNA was transferred to SensiBlot Plus Nylon Membranes (Fermentas) by semi-dry electroblotting in 1× TBE (250 mA, 3 hours), followed by cross-linking with UV light. 5′ end-labeling of oligodeoxynucleotides with [γ-^32^P]-ATP as well as hybridization, washing, and documentation of membranes was performed as described elsewhere [36]. Oligodeoxynucleotides for probe generation were: p-0019 (5′-GAG ATA GCT CAT CGG TCA GGT CC), p-0680a (5′-CGT CGC CGC TGC TGC TAC AGG TC) [36], and p-0827 (5′-GGA CAG TGA AGG TAG AAC GG) [38].

### RNA-sequencing

RNA for sequencing was isolated as described for microarray analysis. *R. sphaeroides* 2.4.1 cultures were grown under semi-aerobic conditions to a final OD_660_ of 0.4. The cDNA libraries were prepared at Vertis Biotechnology AG (Germany). For this, the RNA samples were poly(A)-tailed by poly(A) polymerase. After that, the 5′-PPP residues were removed using tobacco acid pyrophosphatase (TAP) followed by the ligation of the RNA adapter to the 5′-phosphate of the RNA. First-strand cDNA synthesis was performed using an oligo(dT)-adapter primer and the M-MLV reverse transcriptase. The resulting cDNAs were PCR-amplified to about 20–30 ng µl^−1^ using a high fidelity DNA polymerase. The primers used for PCR amplification were designed for TruSeq sequencing according to the instructions of Illumina. The following adapters sequences flank the cDNA inserts (the NNNNNN indicates the barcode sequence used for multiplexing): 5′-end: 5′-AAT GAT ACG GCG ACC ACC GAG ATC TAC ACT CTT TCC CTA CAC GAC GCT CTT CCG ATC T-3′ and 3′-end: 5′-CAA GCA GAA GAC GGC ATA CGA GAT-NNN NNN-GTG ACT GGA GTT CAG ACG TGT GCT CTT CCG ATC TTT TTT TTT TTT TTT TTT TTT TTT T-3′. The cDNA libraries were purified using the Agencourt AMPure XP kit (Beckman Coulter Genomics), analyzed by capillary electrophoresis and finally sequenced by an Illumina GAIIx machine.

The sequences of the obtained sequencing reads were quality trimmed by the program *fastq_quality_trimmer* from the FASTX program suite with a cut-off phred score of 20. Poly(A) tail sequences were clipped from the 3′ end of the sequences, the resulting sequences were filtered by length and sequences short than 12 nt were discarded. The remaining reads were aligned to the reference genome sequences (accession numbers: CP000143.1, CP000144.1, CP000145.1, CP000146.1, CP000147.1, DQ232586.1, DQ232587.1) using the short read mapper *segemehl* [70]. Based on these read mapping, coverage plots which represent the number of mapped reads per nucleotide were created. Those were visualized and examined in the Integrated Genome Browser [71].

## Supporting Information

Dataset S1 Microarray and SILAC data for the singlet oxygen stress response. Relative changes (log_2_ ratios) after singlet oxygen stress were calculated for the transcriptome (Total), translatome (Poly), and proteome (SILAC). The dataset contains columns with following information from left to right: Gene Annotation (RSP), Gene Name, Description, Total 7 min log_2_, Total 7 min p-value, Total 45 min log_2_, Total 45 min p-value, Total 90 min log_2_, Total 90 min p-value, Poly 90 min log_2_, Poly 90 min p-value, SILAC 90 min log_2_, SILAC 90 min p-value, RpoE regulon, ^1^O_2_ affected, RpoH2 promoter, 2D RpoH2, 2D RpoH1-2, ChIP RpoH1-2, IMG Systematic, Probe Identifier.
(XLSX) Click here for additional data file.

Dataset S2 Results of SILAC experiments. The first sheet contains SILAC H/L-ratios of identified proteins from the heavy standard. The second sheet shows the SILAC results of the stressed and unstressed *R. sphaeroides* samples.
(XLSX) Click here for additional data file.

Figure S1 Scatter-plots for biological replicates of microarray experiments. Correlations between biological replicates 1 and 2 of microarray experiments were calculated as Pearson's *r* for log_2_ ratios and visualized as scatter-plots. “Total RNA” refers to transcriptome and “Poly RNA” to translatome experiments. (A) 7 min versus 0 min transcriptome, (B) 45 min versus 0 min transcriptome, (C) 90 min versus 0 min transcriptome, and (D) 90 min versus 0 min translatome. Histograms at the top and right-hand side display log_2_ ratio distributions of individual replicates.
(PDF) Click here for additional data file.

Figure S2 Supporting data for transcriptionally up-regulated genes. Changes in the transcriptome after singlet oxygen stress were calculated as log_2_ ratios relative to control conditions (Cy3/Cy5). (A) Overlap (number of shared features) between two alternative RpoH2 regulons. Regulon predictions of Nuss et al. (2009, 2010) were based on genome-wide promoter searches [28], [29], while Dufour et al. (2012) used expression profiles and ChIP-chip experiments for predictions [35]. All corresponding mRNAs, exhibiting log_2_ ratios ≥0.8 at one of the experimental time-points (7, 45, 90 min) in this study, were considered and depicted in a Venn diagram. (B) Expression kinetics of the two alternative RpoH2 regulons, as described in (B). (C) Venn diagram depicting the overlap (number of shared features) of up-regulated mRNAs (log_2_ ratio ≥0.8) between 7, 45, and 90 min samples. (D) Heat-map for sRNAs that were up-regulated (log_2_ ratio/FC ≥0.8) during singlet oxygen stress. Hierarchical clustering was performed using MeV (Multi Experiment Viewer version 4.7.4) from the TM4 Microarray Software Suite.
(PDF) Click here for additional data file.

Figure S3 Evaluation of the bacterial SILAC standard. The bacterial SILAC standard was prepared from heavy labeled *R. sphaeroides* cells which were grown under semi-aerobic, aerobic, and singlet oxygen stress conditions. An average Lys6-incorporation of 96% was detected for the heavy standard as shown in the histogram. Incorporation rates are plotted against relative numbers of identified proteins.
(PDF) Click here for additional data file.

Figure S4 Scatter-plots for biological replicates of SILAC experiments. Pairwise comparison between biological replicates of SILAC experiments (insol and ingel digest) reveals high Pearson correlation *r* ranging between 0.86 and 0.94. Scatter-plots represent SILAC ratios (log_2_) of each experiment.
(PDF) Click here for additional data file.

Figure S5 Enrichment of polysomes by sucrose gradients. Polysomes were enriched by sucrose density gradient centrifugation of crude *R. sphaeroides* extracts. (A) Picture of a sucrose gradient (0.9–1.8 M) after ultra-centrifugation (200.000*g*) of crude extracts. The gradient was divided into nine fractions, which were collected for further analysis. The pellet was enriched for polysomes (polysome fraction) and subsequently used for translatome analysis in this study. Membrane fractions were visible as two colored rings. The nine sucrose gradient fractions were analyzed on ethidium-bromide-stained urea-polyacrylamide-gels (B) and corresponding RNA concentrations were determined by spectroscopy at 260 nm (C). tRNAs were found in fractions 3–5, while ribosomal RNAs (5.8S and 5S rRNAs) were present in fractions 7–9. (D) Urea-polyacrylamide-gel loaded with RNA from polysome fractions and total RNA was stained with ethidium bromide. RNA samples from polysome fractions before and after singlet oxygen stress (Poly 0 min and 90 min ^1^O_2_) were enriched for ribosomal RNAs (16S, 14S, 5.8S, and 5S rRNA) and depleted for tRNAs when compared to total RNA. Please note that in *Rhodobacter* species and related alpha-proteobacteria 23S rRNA is fragmented into an additional 16S-like rRNA (1.5 kb), 14S rRNA (1.1 kb), and 5.8S-like rRNA.
(PDF) Click here for additional data file.

Figure S6 Expression patterns within stress-inducible operons. Normalized fluorescence values, reflecting RNA expression levels, are depicted for “Total RNA” at 0 min (light grey bars) and 90 min (black bars) as well as for “Poly RNA” at 0 min (orange bars) and 90 min (red bars). Orientation of genes within operons is depicted from the left to the right, irrespective of their location in the genome, with the leftmost gene representing the first gene in the operon. Gene numbers refer to corresponding RSP-numbers. Compare (A–H) to Figure 6 for further details.
(PDF) Click here for additional data file.

Table S1 Biological function of genes within transcriptional expression clusters.
(PDF) Click here for additional data file.

Table S2 Biological function of genes within RpoE and RpoH2 regulons.
(PDF) Click here for additional data file.

Table S3 Biological function of regulated proteins identified by SILAC-based MS.
(PDF) Click here for additional data file.

Table S4 Putative new open reading frames (ORFs) identified by SILAC-based MS.
(PDF) Click here for additional data file.

Table S5 New singlet oxygen-responsive genes found in this study.
(PDF) Click here for additional data file.

# Supplementary material for: Integrative “Omics”-Approach Discovers Dynamic and Regulatory Features of Bacterial Stress Responses
**Source:** PLoS Genet. 2013 Jun 20;9(6):e1003576. doi: 10.1371/journal.pgen.1003576

# Supporting Information Figure S4

## Biological replicates from Ingel-digest

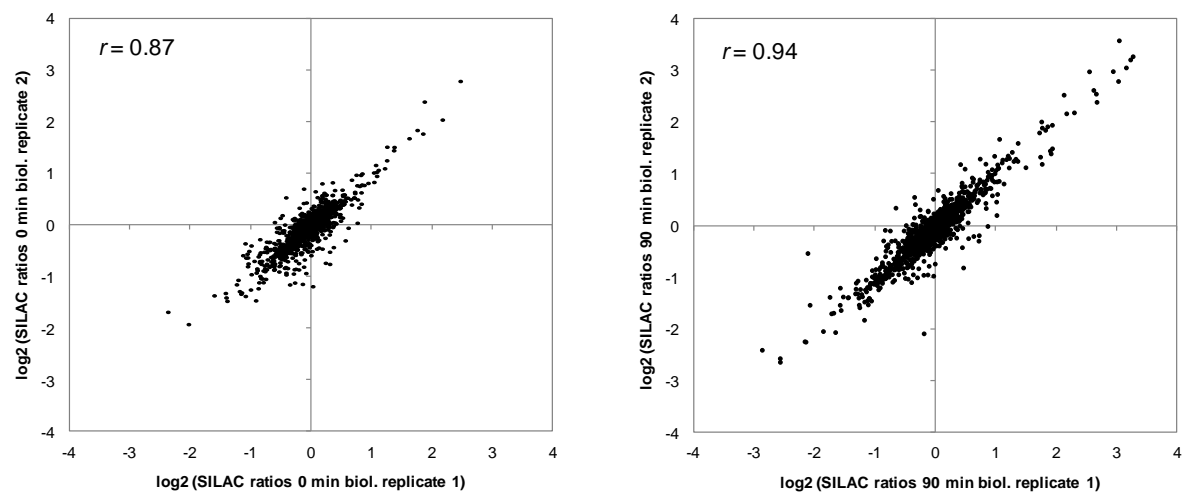

## Biological replicates from Insol-digest

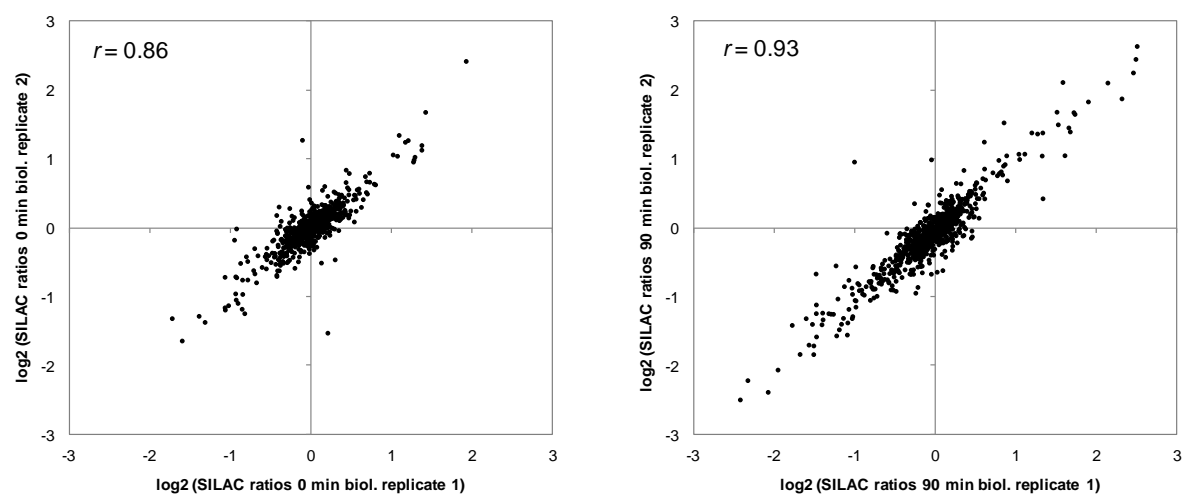

**Supplement:** Figure S4 — Scatter-plots for biological replicates of SILAC experiments. Pairwise comparison between biological replicates of SILAC experiments (insol and ingel digest) reveals high Pearson correlation r ranging between 0.86 and 0.94. Scatter-plots represent SILAC ratios (log2) of each experiment.

# Supplementary material for: Integrative “Omics”-Approach Discovers Dynamic and Regulatory Features of Bacterial Stress Responses
**Source:** PLoS Genet. 2013 Jun 20;9(6):e1003576. doi: 10.1371/journal.pgen.1003576
**Supplement:** Table S4 — Putative new open reading frames (ORFs) identified by SILAC-based MS.

**Table S4. Putative new open reading frames (ORFs) identified by SILAC-based MS.**

| ORF ID <sup>1</sup> | Position <sup>2</sup> | Replicon  | Strand | Detected aa-seq <sup>3</sup>                                                                                                                                                                                               | RNA-seq <sup>4</sup> |
|---------------------|-----------------------|-----------|--------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------|
| ID-19ORF-14558      | 3019891..3020211      | Chr 1     | Plus   | AIDACETRQAAAK<br>ARSMAAAISK<br>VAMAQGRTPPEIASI                                                                                                                                                                             | yes                  |
| ID-19ORF-3983       | 798262..798396        | Chr 1     | Plus   | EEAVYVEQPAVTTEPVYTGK<br>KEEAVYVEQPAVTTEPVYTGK                                                                                                                                                                              | yes                  |
| ID-22ORF-3245       | 2491636..2491836      | Chr 1     | Minus  | AQRNPAMDAIK<br>EEIARISQA<br>HETISTSVEK<br>IKEEIARISQA                                                                                                                                                                      | yes                  |
| ID-23ORF-6817       | 1704578..1704952      | Chr 1     | Minus  | IIAAMNAGSRIK<br>TRRVEGSAYEYESD                                                                                                                                                                                             | (yes)                |
| ID-24ORF-1183       | 2930079..2930258      | Chr 1     | Minus  | TYVGYPISK<br>VMVRVDEK<br>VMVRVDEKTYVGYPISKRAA                                                                                                                                                                              | yes                  |
| ID-24ORF-7452       | 1618890..1619105      | Chr 1     | Minus  | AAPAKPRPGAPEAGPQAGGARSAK<br>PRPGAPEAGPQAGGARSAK<br>RIFTGRGPK                                                                                                                                                               | (yes)                |
| ID-24ORF-8403       | 1411515..1412336      | Chr 1     | Minus  | FQPIPIWK<br>MVSIDSWSVK<br>(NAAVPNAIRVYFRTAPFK)                                                                                                                                                                             | no                   |
| ID-23ORF-10842      | 879464..879868        | Chr 1     | Minus  | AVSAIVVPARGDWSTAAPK<br>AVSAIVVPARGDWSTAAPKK                                                                                                                                                                                | yes                  |
| ID-24ORF-3701       | 2370426..2370683      | Chr 1     | Minus  | ARAAREAGPGDAPE<br>GPAAESREDRIK                                                                                                                                                                                             | yes                  |
| ID-30ORF-1184       | 723678..723917        | Chr 2     | Minus  | GETPITIAGK<br>GETPITIAGKK<br>VVETASYTK                                                                                                                                                                                     | no                   |
| ID-29ORF-1154       | 709835..710188        | Chr 2     | Minus  | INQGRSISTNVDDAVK<br>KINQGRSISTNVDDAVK                                                                                                                                                                                      | yes                  |
| ID-29ORF-854        | 753206..753412        | Chr 2     | Minus  | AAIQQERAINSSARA<br>DDGSIIIMK                                                                                                                                                                                               | yes                  |
| ID-33ORF-485        | 82294..82856          | Plasmid A | Plus   | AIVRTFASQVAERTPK<br>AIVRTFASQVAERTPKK<br>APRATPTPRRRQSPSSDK<br>APRYTIRITVEAK<br>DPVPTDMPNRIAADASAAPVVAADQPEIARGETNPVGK<br>GIITRAGGSPIFRK<br>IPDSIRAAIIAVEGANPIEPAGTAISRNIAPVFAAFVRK<br>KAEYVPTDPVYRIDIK<br>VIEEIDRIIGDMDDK | (yes)                |
| ID-36ORF-259        | 66453..66806          | Plasmid A | Minus  | KMQDVIASVVRTMK<br>MQDVIASVVRTMK<br>RISVDEVRAIK<br>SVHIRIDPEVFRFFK                                                                                                                                                          | yes                  |
| ID-36ORF-125        | 87675..88235          | Plasmid A | Minus  | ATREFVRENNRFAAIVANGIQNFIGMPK<br>YEIIRQK                                                                                                                                                                                    | yes                  |
| ID-12ORF-430        | 39639..39851          | Plasmid C | Minus  | AAIEEYRIK<br>ASAIREEIERK                                                                                                                                                                                                   | (yes)                |
| ID-15ORF-21         | 3552..4511            | Plasmid D | Plus   | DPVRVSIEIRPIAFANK<br>IIADGMK<br>IIADGMKK<br>KVPRYTPK<br>VPRYTPK                                                                                                                                                            | yes                  |
| ID-13ORF-467        | 66469..67086          | Plasmid D | Plus   | QVRYEPRIIK<br>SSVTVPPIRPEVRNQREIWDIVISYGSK<br>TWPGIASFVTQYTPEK                                                                                                                                                             | yes                  |
| ID-41ORF-21         | 32681..33253          | Plasmid E | Minus  | EYGVDSVK<br>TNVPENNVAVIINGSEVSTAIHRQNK                                                                                                                                                                                     | yes                  |

<sup>1</sup> Identifier for ORFs according to *Rhodobacter sphaeroides* 2.4.1 ORF database.

<sup>2</sup> Position of ORF query sequence on particular replicon, referring to plus-strand orientation.

<sup>3</sup> Amino acid (aa) sequence detected by mass spectrometry.

<sup>4</sup> Presence of cDNA reads, potentially representing the mRNA of a new ORF, in RNA-seq data for *R. sphaeroides* 2.4.1 (yes: clear cDNA read coverage, (yes): weak cDNA read coverage, no: no cDNA read coverage above background).

How the deposited data were processed for this re-analysis (not part of the article)

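The 8 arrays measured 4 conditions with 2 arrays each (A and B), total RNA after 7, 45 and 90 min of singlet oxygen stress and polysomal RNA after 90 min. Each array held a pool of 3 experiments, with the stressed RNA in Cy3 and RNA from before stress (0 min) in Cy5. The 0 min RNA of each condition is the control within each array, and the dyes were not swapped, so a dye effect of a gene stays in its ratio against 0 min. Whether such an effect is the same in each condition was not tested.

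The deposited scanner files hold the spot intensities of both dyes as the authors' scanner software wrote them, that is, median and mean signals, the local background and a background-subtracted, dye-normalized processed signal, with marks for outlying, saturated and dim spots (kept as other values, neither intensity nor ratio). The authors also deposited a table of their own normalized log2 ratios for the same arrays, whose scale and direction were checked against the scanner values. Per array these values and the ratios computed here correlated with r between 0.959 and 0.997 and a slope between 0.91 and 1.02. The methods state that raw median signals were normalized by LOESS within arrays with limma, that spots under an A-value minimum were left out, and that p-values under 0.05 came from Perl statistics modules, for which the paper's text names no test.

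From the median signals, log2(Cy3/Cy5) was computed here without background correction and normalized within each array by loess with a span of 0.3 in limma 3.58.1 under R 4.3.3. The curve was fitted over all spots other than controls. Spots marked as outliers were left out, which was between 0 and 4 spots of 15208 per array, and 0 spots were saturated. The A-value minima of the paper were applied, 10.27 for total RNA at 7 min, 10.61 at 45 min, 10.45 at 90 min and 10.44 for polysomal RNA. Repeated spots of a probe were averaged, and then the probes of a gene. Of the genes, 4271 had 3 probes, and the median standard deviation between the probes of a gene was between 0.09 and 0.13 over the conditions. At 45 min, at 90 min and in polysomal RNA, 1 up-regulated gene each had a probe below 0, and no other call had a probe of the opposite sign.

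The signal over background sets the depth of these arrays. The share of spots well above background was between 70.5% and 95.6% per array in Cy3 and between 75.6% and 94.1% in Cy5. The median signal was between 1.58 and 2.70 times the mean of the 77 negative control spots. No probe set of a named gene was dim in a whole condition. The number of arrays limits the precision of each ratio.

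The identifiers of the array are numbers. The paper gives 4304 open reading frames, while the array holds 4372 numbered identifiers in 6 series. After the data had been seen, the 3 series that the supplementary tables pair with RSP numbers were counted as genes, and they hold 4304 identifiers. The other 68 identifiers were left out of the gene counts, and an added alternative takes all of them. RSP numbers and names came from the part of Dataset S1 at hand, which holds the first 1999 of 4304 rows, and from a part of Dataset S2. They pair 2441 of the 4304 genes. Of the genes listed from the paper by RSP number, 12 could not be matched, and phrA, rpoH1 and ompR, which the paper names by symbol, could not be matched either. Their values are not analysed here.

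All 8 arrays entered a single limma fit with a mean per condition, whose variance had 2.95 prior degrees of freedom and a median standard deviation of 0.0579. P-values were adjusted by the Benjamini-Hochberg method per condition over the genes tested, and for sRNAs over genes and sRNAs together. A gene was called at a log2 ratio of at least 0.8 or at most −0.8 with an adjusted p under 0.05. Differences between 7, 45 and 90 min were called at 0.8 and between polysomal and total RNA at 0.4, which is the difference used in Fig. 5. The named genes were fixed by a rule, namely the genes that the paper's text or Fig. 5 and Fig. 6 name, the sRNAs it names, the genes marked as RpoE regulon in the part of Dataset S1 at hand, and the 5 largest changes in each direction of each comparison among genes called and changed alike on both arrays. Genes without an RSP number among these are not named, and a pair of sRNA probe sets was added after their values had been seen. Of 64 genes that the paper names and that had values, 57, 51, 50 and 44 had an adjusted p under 0.05 at 7, 45 and 90 min and in polysomal RNA over all genes, and 61, 52, 50 and 46 when adjusted over the list alone. Calls were 29, 38, 31 and 31 in either case. The study chose this list on these samples, so the second set of numbers is not independent evidence.

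The letters A and B pair the samples, since the labels mark arrays of the same letter as pools of the same experiments. As a check, the difference of A and B was correlated across genes between conditions, which gave 0.66 for 45 and 90 min, 0.08 for 7 and 45 min, 0.07 for 7 and 90 min, and −0.04, −0.05 and 0 for polysomal RNA against 7, 45 and 90 min. The fit with the letter as a replicate block was run as an alternative. The 7 min arrays were on slide 1 (scan 1) and the other 6 arrays on slide 2 (scan 2). Slide as a block could not be fitted, because slide and the 7 min time-point coincide, and a fit of the slide 2 arrays alone was made in its place.

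The step from ratios to calls was run on simulated ratios of unchanged genes with the spread and missing values of the arrays. In these, 200 genes were changed by a log2 ratio of 1.2 in 1 condition. For the comparison at 7 min 198 of 200 were recovered among 4288 genes, with 1 false call. The other comparisons gave 200 of 200 among 4280 at 45 min and 199 of 200 among 4283 at 90 min. In polysomal RNA 199 of 200 were recovered among 4256, and these 3 comparisons each had 0 false calls. The simulated change lies far above the threshold of 0.8 when set against the median standard deviation of 0.0579. Near-complete recovery with few false calls was thus set in advance and does not measure the error of the calls in the data. Ratios and not signals were simulated, so neither the normalization nor a dye effect of a gene was tested. Overlaps and correlations between conditions were set beside 20 simulated data sets of unchanged genes in which arrays of a letter share noise as measured between the conditions, a form added after the data had been seen, or in which all total RNA arrays of a letter share that of 45 and 90 min.

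Alternatives covered the background correction (normexp with an offset of 50, and the processed signals), the normalization (median centring, Aquantile between arrays), the filter on dim probes, the summary of probes, the test and its adjustment, a threshold of 1, the arrays in the fit, the replicate block, the authors' processed values, 5 clusters at once, and leaving out each array in turn. Clusters came from k-means with at most 50 iterations and 50 starts. The set test planned for ribosomal protein, photosynthesis and motility genes was not run, because the gene descriptions come from a part of the supplementary table, and medians are given instead. Proteome data were not analysed here.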

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

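The comparisons between conditions were fixed in advance, while all tests of explanations in this part were chosen after the results had been seen.

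The response differed between 7 and 45 min in a direct test. By the limma contrast 31 genes were higher and 43 lower at 45 min. Among genes with an RSP number the largest differences were those of RSP_1409, 1.62 ± 0.18 (SE; limma, adjusted p = 0.0011), and of RSP_0381, −1.73 ± 0.15 (limma, adjusted p = 0.00043), each in the same direction on arrays A and B. The call for RSP_1409 was lost under median centring (0.80). Without array B of 7 min the split was 80 higher and 42 lower genes. The 7 min arrays lie on another slide, and the slide and the time-point cannot be told apart, because each slide holds its own time-points. In the 0 min RNA the deviations of the Cy5 levels between arrays A and B correlated with 0.14 between 7 and 45 min, against 0.86 between 45 and 90 min. A difference between these time-points may therefore hold a difference of the slide or of the reference RNA as well as the change under stress, and the size of each share was not measured.

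Between 45 and 90 min, on arrays of the same slide, 5 genes were higher and 1 was lower. The carbon monoxide dehydrogenase gene coxS was higher by 1.31 ± 0.25 (SE; limma, adjusted p = 0.041) and groES lower by −0.94 ± 0.07 (limma, adjusted p = 0.0033). RSP_2877, the gene for the large chain of the same enzyme, rose by 1.13 ± 0.15 (limma, adjusted p = 0.018). The other genes called higher were RSP_2585 (0.99), RSP_1613 (0.84) and 1 gene without an RSP number. These calls depended on single arrays. Without array B of 45 min and without array B of 90 min limma called 0 genes, with 10 higher and 3 lower or 9 higher and 2 lower genes at an unadjusted p under 0.05, and without array A of 90 min 1 gene, RSP_1613, was called higher. Without array A of 45 min the split turned around, with 1 gene higher, RSP_1613 (0.86), and 3 lower, groES (−0.96), groEL (−0.87) and RSP_0847 (−0.88). The difference of coxS stayed between 1.17 and 1.45 with each of the 4 arrays left out and was then not called, and that of groES was not called without 3 of them (−0.92, −0.96 and −0.91). The groES call was also lost under median centring (−0.78), with the authors' processed values (−0.80) and with levelled ratios (−0.71), and the coxS call under median centring (1.21) and after normexp (1.61). With processed signals limma also called 0 genes, with 38 higher and 10 lower at an unadjusted p under 0.05. Why the calls were lost was not tested. No biological explanation was tested beyond the time-point itself.

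Polysomal and total RNA differed at 90 min for many genes, with 423 genes higher and 121 lower in polysomal RNA. The largest differences among genes with an RSP number were those of RSP_1186, annotated as a hypothetical protein, 1.91 ± 0.06 (SE; limma, adjusted p = 2.8e-05), and of the flagellin gene fliC, −1.12 ± 0.17 (limma, adjusted p = 0.003). RSP_1186 was down-regulated in total RNA (−1.39) and had 0.51 in polysomal RNA, and fliC was down-regulated in both (−1.0 and −2.12). With ratios levelled by brightness, an adjustment chosen after seeing the data, both differences were still called (1.52 and −1.15). Without array A of polysomal RNA 198 genes were lower.

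The differences followed brightness. Over the 431 dimmest genes the median difference was −0.06, and in the brightest 2%, 86 genes, it was 0.73, with 0.77 on arrays A and 0.66 on arrays B. A single pair of arrays is thus excluded, the lower of the values being 0.66. A narrower loess window left 0.75 with a span of 0.05, background correction by normexp left 0.66, and loess on gene spots alone left 0.76. None of these changes removed the trend by itself. A narrow window on gene spots alone was not run, so a poor fit of the curve at the brightest spots is not excluded. Saturation does not account for the trend, since 0 of these genes had a saturated spot. In total RNA the brightest genes had fallen by 0.58 at 90 min, and in polysomal RNA they had a median of 0.17. Besides the fit of the curve, open explanations that were not tested are the labelling and the yield of the polysome fraction. A larger share of abundant mRNAs kept in polysomes under stress is a further hypothesis.

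Ribosomal protein genes stood out among the genes higher in polysomal RNA, with 29 of 33 called higher and 0 lower. Their median ratio was −0.72 in total and 0.04 in polysomal RNA at 90 min, and the polysomal median changed sign with the scaling, to −0.37 under median centring and −0.14 with ratios levelled by brightness. The median difference was above 0 in each scaling, at 0.73, and 0.13 when levelled. Other genes of like brightness, 30 per ribosomal protein gene, had a median difference of 0.57. The trend with brightness may account for most of the pattern, and a behaviour of ribosomal protein mRNAs of their own was not shown.

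Of the numbered identifiers outside the annotated genes, which the paper does not report on, 51 of 54 in the largest such series were called down-regulated at 7 min, against 0 at 45 min, 1 at 90 min and 31 in polysomal RNA. Their median ratio at 7 min was −1.20 on array A and −1.32 on array B, so a single array is excluded by −1.2 on the nearer of them. Under median centring, which applies no curve, 52, 54, 52 and 54 were down-regulated and their median differed by −0.1 between 45 and 7 min. The difference between the time-points may thus come from the loess curve at the brightest spots, where these identifiers lie. With loess spans of 0.1 and 0.05 the medians of 7 min moved to −0.39 and −0.19 on array A. What these probes measure is not stated in the tables at hand, and no biological explanation was tested.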

How the results depend on the processing

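Unless said otherwise, the alternatives were set before the data were examined. Chosen after seeing the data were all numbered identifiers, array quality weights, loess spans of 0.1 and 0.05, loess on gene spots alone and ratios levelled by brightness. The cause was not tested for any change below, except where the alternative itself sets it.

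For the named genes, 608 results were recomputed under the alternatives set in advance, giving 13925 values. Of these, 13151 kept direction and call, 200 were called in neither setting and changed sign, such as cerI in total RNA at 90 min (0.43, and −0.28 under median centring), 330 lost the call, 240 gained a call and 4 changed sign with a call in one of the settings. With an array left out, 4647 of 4864 values kept direction and call, 73 changed sign without a call, 100 lost and 44 gained the call. The 4 concern polysomal minus total RNA, RSP_1490 with 0.50 after normexp and 1.05 with processed signals, and sitC with 0.30 and sitA with 0.65 with processed signals. With ratios levelled by brightness, RSP_1409 also changed sign in that comparison (−0.56, called), and 16 values of named genes over all comparisons changed sign without a call.

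After normexp with an offset of 50, 138, 273, 215 and 307 genes were up-regulated at 7, 45 and 90 min and in polysomal RNA, and 90, 176, 141 and 63 down-regulated. Over all time-points 99 genes, at any of them 311, at 7 and 45 min 112, at 7 and 90 min 99 and at 45 and 90 min 203 genes were up-regulated. Between 7 and 45 min 166 and between 45 and 90 min 12 genes changed, 688 were higher and 498 lower in polysomal RNA, 148 were up in both RNAs and 173 translationally triggered. Of the sRNAs 12 were up-regulated at 7 min and 9 down-regulated in polysomal RNA, and the polysomal arrays correlated with 0.86.

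With processed signals, 199, 345, 285 and 454 genes were up- and 121, 256, 201 and 185 down-regulated. Shared up-regulation rose to 132 genes over all time-points, 431 at any, 151 at 7 and 45, 137 at 7 and 90 and 242 at 45 and 90 min. Between 7 and 45 min 205 genes changed. Between 45 and 90 min limma called 0 genes, with 38 higher and 10 lower genes at an unadjusted p under 0.05. In polysomal RNA 640 genes were higher and 403 lower, 202 were up in both RNAs and 221 triggered. Total and polysomal ratios correlated with 0.62, and arrays A and B with 0.85 at 45 min, 0.93 at 90 min and 0.85 in polysomal RNA. Of the sRNAs 16 were up- and 14 down-regulated at 7 min, and 33 and 12 in polysomal RNA.

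Median centring in place of loess gave 110 up- and 173 down-regulated genes at 45 min, 81 and 148 at 90 min and 32 down-regulated genes in polysomal RNA. All time-points shared 38 up-regulated genes, 7 and 90 min 38 and 45 and 90 min 78. Between 45 and 90 min 2 genes changed, 650 were higher in polysomal RNA, and the correlation of total and polysomal ratios was 0.57. At 45 min 9 sRNAs were up- and 49 down-regulated, at 90 min 8 and 48, and 20 were down-regulated in polysomal RNA.

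The share of up-regulated genes among all calls moved by more than 10 percentage points in several scalings. It was 62.2% at 7 min, 73.7% at 45 min, 71.3% at 90 min and 90.4% in polysomal RNA. Median centring gave 50.8%, 38.9% and 35.4% at 7, 45 and 90 min, normexp 60.8% and 60.4% at 45 and 90 min, and processed signals 57.4%, 58.6% and, in polysomal RNA, 71%. Of the genes changed between 7 and 45 min 41.9% were higher at 45 min, against 8.91% under median centring, 31.6% with the authors' processed values and 59.7% with levelled ratios. Of the genes differing between polysomal and total RNA 77.8% were higher in polysomal RNA, against 58% after normexp, 61.4% with processed signals, 61.2% with the authors' processed values and 63.3% with levelled ratios, and levelling gave 81.4% up-regulated genes among the calls of 90 min.

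A threshold of 1 gave 44 up- and 27 down-regulated genes at 7 min, 33 down-regulated at 45 min and 79 and 26 at 90 min. The overlaps were then 30 genes over all time-points, 36 for 7 and 45, 30 for 7 and 90 and 76 for 45 and 90 min, with 74 triggered genes and 15 sRNAs down-regulated at 7 min and 3 in polysomal RNA. Limma on the 2 arrays of a condition called 27 down-regulated genes at 7 min. A one-sample test per gene on 2 arrays, without adjustment, called 11 down-regulated genes at 7 min and 9 in polysomal RNA, with 39 up-regulated genes over all time-points, 42 at 7 and 45 min, 10 sRNAs down-regulated at 45 min, and 12 up- and 3 down-regulated in polysomal RNA. At an unadjusted p under 0.05, and likewise on the slide 2 arrays alone, 10 genes changed between 45 and 90 min. With 1 listed probe per gene total and polysomal RNA correlated with 0.64. The authors' processed values gave 198 genes lower in polysomal RNA, 68 triggered genes and 9 sRNAs down-regulated at 7 min and 10 in polysomal RNA. Forming 5 clusters at once gave groups of 1, 16, 49, 115 and 8 genes, from the highest to the lowest mean ratio at 45 min. They were not matched to clusters 1 to 3 by profile or members.

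Of the alternatives chosen after seeing the data, all numbered identifiers gave 102 down-regulated genes at 7 min, 51 in polysomal RNA, 127 changed between 7 and 45 min and a correlation of 0.64. Here and without array B of 7 min most down-regulated genes were found at 7 min, not at 45 min. Array quality weights gave 10 genes changed between 45 and 90 min. Loess spans of 0.1 and 0.05 gave 10 and 9 sRNAs down-regulated at 7 min. Levelled ratios gave 29 down-regulated genes at 90 min, 252 higher in polysomal RNA, 60 triggered genes, a correlation of 0.73, 26 sRNAs up-regulated at 45 min and 30 at 90 min, and 9 sRNAs down-regulated at 90 min and 12 in polysomal RNA. Loess on gene spots alone moved no count by more than 1.5 times.

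The replicate block, fitted because the letters pair the pools, moved no count by more than 1.5 times, with 79 up- and 44 down-regulated genes at 7 min. It changed 3 calls of named genes, bchC (−0.91) and pucB (−1.61) lost the call at 7 min and coxS gained one between 7 and 45 min (−0.80), and it changed no other call of a named gene.

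With each array left out in turn, where the lone array of a condition is assumed to vary like the others, down-regulated genes at 7 min ranged from 31 to 97, the latter without array B of 7 min. Genes changed between 7 and 45 min ranged from 66 to 122, the latter also without array B of 7 min, and those changed between 45 and 90 min from 0, without array B of 45 or of 90 min, to 10. Genes lower in polysomal RNA ranged from 83 without array B of 90 min total RNA to 198 without array A of polysomal RNA, and the correlation of total and polysomal ratios from 0.64 without array A of polysomal RNA to 0.66. The number of up-regulated genes stayed between 76 and 79 at 7 min, 162 and 182 at 45 min, 114 and 132 at 90 min and 186 and 189 in polysomal RNA, and that of triggered genes between 105 and 114.

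Aquantile normalization between arrays leaves the ratio within an array as it is and so tests nothing here. Slide as a block could not be fitted, and the set tests were not run. Dim probes limited little, since neither leaving out the A-value filter nor keeping probes well above background alone moved a count by more than 1.5 times.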

Differences from the paper's values

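The alternatives named in this part were set before the data were examined, except where said otherwise.

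At 7 min the paper gives 23 down-regulated mRNAs, and 48 genes were called here. The number lies within 1.5 times of the paper's with limma on the 2 arrays alone (27), with a threshold of 1 (27), on the total RNA arrays alone (33), without array A of 7 min (34), and without any one array of 45 min (31), of 90 min (31) or of polysomal RNA (33). It stays beyond that in the other 14 alternatives, from 11 with the one-sample test to 121 with processed signals, and is 97 without array B of 7 min.

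The paper gives 51 translationally triggered genes, and 112 were called here. With a threshold of 1 (74) and with the authors' processed values (68) the number lies within 1.5 times of the paper's, and in the other 23 alternatives set in advance it does not. Ratios levelled by brightness, which were chosen after seeing the values, gave 60. Over 1991 genes in the part of Dataset S1 at hand, the paper's polysomal ratio minus that computed here had a median of −0.08. Among genes brighter than 90% of all genes it was −0.2. In total RNA at 90 min both medians were −0.01. The polysomal ratios here thus lay above the paper's, and how much of the excess this explains was not tested.

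The correlation of total and polysomal ratios is 0.64 in the paper and 0.66 here, a difference beyond 0.016, the SD of the values of arrays A (0.66) and of arrays B (0.64). Arrays B alone thus gave the paper's value, and the difference is not larger than that between the arrays. With 1 listed probe per gene and without array A of polysomal RNA it was 0.64, and in the other 16 alternatives, which ranged from 0.57 to 0.68, the difference was above that SD. Taking all numbered identifiers, chosen after seeing the values, also gave 0.64.

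For the duplicates of polysomal RNA the paper gives a correlation of 0.91, and 0.92 was found here, with an error of 0.0054 from resampling genes, which are not independent replicates. Whether the difference exceeds the error between arrays was not tested, since there is a single pair. Median centring and the median over probes gave 0.91, and the other 14 alternatives, between 0.85 and 0.93, differed from the paper's value by more than this error.

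The paper states that ratios within operons were similar in the transcriptome and the translatome. The orientation was the same here in 6 of 6 operons, but the difference between the first and the last gene was larger in polysomal than in total RNA for moxR to RSP_6144 (1.60 ± 0.04 against 0.57 ± 0.03, SD), RSP_1852 to trkH3 (2.69 against 1.98), RSP_1091 to RSP_1087 (1.45 against 1.19), zwf to pgi (0.90 against 0.44), and, by about the spread of the arrays, for sitA to sitD (0.99 ± 0.03 against 0.87 ± 0.10), while it was nearer to 0 for RSP_1489 to RSP_1491 (−0.99 against −1.58).

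The paper names moxR and clpA as examples of genes up-regulated on both levels, in contrast to genes whose levels differed by at least 0.4. Both were up-regulated on both levels here as well, and both also had a called difference of at least 0.4 between polysomal and total RNA, 0.47 and 0.45, which was not called with the authors' processed values (0.35 and 0.33). For moxR it was also not called with 1 listed probe and with the median over probes (0.36 in both), and for both genes with ratios levelled by brightness, chosen after seeing the values (0.27 and 0.33).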

Other observations

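All tests of explanations in this part were chosen after the results had been seen.

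The photosynthesis genes, recognised by their symbols (32 genes), had a median log2 ratio of −0.81 at 7 min, which came from −1.43 on array A and −0.12 on array B. At 45 and 90 min and in polysomal RNA the medians were −0.40, −0.42 and −0.17, and in each scaling the medians stayed below 0. The difference between the 7 min arrays was −1.38 under median centring and −1.76 after normexp, so neither loess nor background left in the signals accounts for it. The Cy5 level of these genes, that is, their level in 0 min RNA, was higher on array A than on array B by 1.38, while their Cy3 level under stress differed by −0.05. The arrays thus differed in Cy5 and not in Cy3. Other 0 min RNA on array A of 7 min may be the source of the low ratios. A fall under stress from a higher 0 min level in the cultures of array A would give the same values at 7 min. The labels mark arrays of the same letter as pools of the same experiments, so such a level should recur on the later arrays A. The Cy5 level was 1.15 on array A of 7 min, but 0.17 and 0.16 on arrays A of 45 and 90 min. Arrays B of 45 and 90 min had 0.04 and 0.12. For these genes the values argue against a higher level in shared cultures, though the 7 min arrays lie on another slide. In a first form, the test asked only whether array A was the extreme of the 8 arrays. By that form the Cy5 level (1.15, against −0.23 on array B) and the Cy3 level (−0.34, the lowest of the 8, against −0.29 on array B) would both have qualified, and it was replaced after these values had been seen by the share of the difference between the arrays. Whether the 0 min cultures differed in the state of their photosynthetic apparatus was not tested.

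The deviations of array A from array B were shared by 45 and 90 min (0.66) but not by 7 min (0.08 with 45 min). A common slide does not account for the sharing between 45 and 90 min, since polysomal RNA lies on the same slide and its deviations correlated with those of 45 min by −0.05. In the 0 min RNA alone, the deviations of the Cy5 levels correlated with 0.14 between 7 and 45 min and 0.86 between 45 and 90 min. The 7 min arrays may carry other 0 min RNA than the 45 and 90 min arrays, or the deviations may have been lost between the slides. These explanations cannot be told apart, because the 7 min arrays are alone on their slide.

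More genes were up-regulated in polysomal than in total RNA at 90 min, 189 against 122. With ratios levelled by brightness the numbers were 150 and 127, and with each array left out in turn the lowest levelled number in polysomal RNA was 147 and the highest in total RNA 137. The trend with brightness is therefore excluded as the whole cause of the excess, though it may account for a part of it. Differences in labelling and in the yield of polysomes stay open.

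Among motility and chemotaxis genes the median ratio was −0.04, −0.07 and −0.13 at 7, 45 and 90 min and −0.18 in polysomal RNA, below 0 in each scaling, and 0, 2, 3 and 3 of them were called down-regulated. The flagellin gene fliC had −0.52, −0.88, −1.0 and −2.12, and the paper's SILAC log2 ratio of its protein is −1.1.

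RSP_0381, annotated as a hypothetical protein, was up-regulated at 7 min (1.06) and down-regulated at 90 min in total RNA (−1.34) and in polysomal RNA (−2.43). RSP_0847, a response regulator gene, fell from 2.44 at 7 min to 1.60 at 45 min and 0.80 at 90 min, where its call was lost under median centring (0.51), with 1 listed probe (0.61), with the authors' processed values (0.75), without array B of 90 min (0.75) and, among alternatives chosen after seeing the data, with loess spans of 0.1 and 0.05 (0.79 in both) and loess on gene spots alone (0.80).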
